# Targeting Parkin-regulated metabolomic change in cartilage in the treatment of osteoarthritis

**DOI:** 10.1016/j.isci.2024.110597

**Published:** 2024-07-27

**Authors:** Yiyang Ma, Yidan Pang, Ruomu Cao, Zhikai Zheng, Kaiwen Zheng, Yucheng Tian, Xiaoyuan Peng, Delin Liu, Dajiang Du, Lin Du, Zhigang Zhong, Lufeng Yao, Changqing Zhang, Junjie Gao

**Keywords:** Biological sciences, Molecular biology, Metabolomics, Transcriptomics

## Abstract

Articular cartilage degeneration may lead to osteoarthritis (OA) during the aging process, but its underlying mechanism remains unknown. Here, we found that chondrocytes exhibited an energy metabolism shift from glycolysis to oxidative phosphorylation (OXPHOS) during aging. Parkin regulates various cellular metabolic processes. Reprogrammed cartilage metabolism by Parkin ablation decreased OXPHOS and increased glycolysis, with ameliorated aging-related OA. Metabolomics analysis indicated that lauroyl-L-carnitine (LLC) was decreased in aged cartilage, but increased in Parkin-deficient cartilage. *In vitro*, LLC improved the cartilage matrix synthesis of aged chondrocytes. *In vivo*, intra-articular injection of LLC in mice with anterior cruciate ligament transaction (ACLT) ameliorated OA progression. These results suggest that metabolic changes are regulated by Parkin-impaired cartilage during aging, and targeting this metabolomic changes by supplementation with LLC is a promising treatment strategy for ameliorating OA.

## Highlights

• Chondrocytes exhibited energy metabolism shift during aging
• Parkin regulate cartilage metabolism and the progression of aging-related OA
• Targeting Parkin-regulated metabolism is a promising strategy for OA treatment

## Introduction

Articular cartilage degeneration is one of the features of the aging process, which may lead to osteoarthritis (OA), but its specific pathophysiology remains unclear. Risk factors such as obesity, injury, joint malalignment, inflammation, and high-impact physical activity can alter phenotypic stability, such as cell senescence,^1^ cell death,^2^ and changes in signaling transduction.^3^^,^^4^ Several age-related metabolic diseases and comorbidities such as diabetics mellitus,^5^ metabolic syndrome,^6^ and cardiovascular diseases^7^ have also correlated with chondrocyte homeostasis and cartilage degeneration. Those studies have shed light on the role of metabolism in chondrocyte dysfunction during aging, but the exact metabolic mechanism of chondrocytes remain largely unknown.

Alteration of energy metabolism can be a cause and consequence for a myriad of cell states, including dysregulation of mitochondria, nutrient scarcity, abnormal expression of pro-inflammatory cytokines, and cell apoptosis.^8^^,^^9^ However, unlike other cells, chondrocytes reside in a tough matrix with a relatively low oxygen level across the entire cartilage layer,^10^ which gives them a unique metabolic profile, such as producing massive amounts of hemoglobin^11^ and high dependence on glycolysis. There is growing evidence demonstrating that energy metabolism in chondrocytes plays a crucial role in the onset and progression of OA.^12^ Large-scale omics analyses have provided the metabolomics profile of chondrocytes during aging and OA progression,^13^^,^^14^^,^^15^ which revealed the possible common metabolic changes associated with OA including amino acid metabolism, glycolysis, tricarboxylic acid cycle, and lipid metabolism.^12^ However, the mechanisms that regulate metabolic changes of cartilage and how this contributes to the onset and progression of OA remain largely unknown. In this study, we found that chondrocytes exhibited an energy metabolism shift from glycolysis to oxidative phosphorylation (OXPHOS) during aging. Parkin is an E3 ubiquitin ligase, which plays a role in regulating cell energy metabolism and tissue homeostasis in eukaryotic cells.^16^ Parkin has been reported to be associated with various diseases including neurodegeneration,^17^ tumor progression,^18^ and musculoskeletal disorders^19^^,^^20^ In this study, the ablation of Parkin ameliorated the age-related OA phenotype and increased production of lauroyl-L-carnitine (LLC). Further, supplementation with LLC ameliorated the severity of OA in a mouse model. Thus, targeting the metabolomic changes can be a promising treatment strategy for age-related OA.

## Results

### Metabolic reprogramming of chondrocytes during aging

Based on the published single-cell RNA-seq analysis of human OA cartilage graded from S0 to S4 according to the standard instructions by OARSI and ICRS score (accession ID: GSE104782),^21^ we found that glycolysis was downregulated and OXPHOS was upregulated during late-stage OA (S3 and S4 phases, S3-S4) compared to early-stage OA (S0 and S1 phases, S0-S1) (Figure 1A). Aging is strongly associated with OA. Wildtype mice exhibited a knee OA phenotype in aged individuals (18-month-old) (Figure 1B). We then performed whole transcriptome RNA sequencing of articular cartilage of 2- and 18-month-old mice. 

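The RNA sequencing compared 3 libraries of articular cartilage from 2-month-old mice with 3 from 18-month-old mice. Polyadenylated RNA was made into strand-specific libraries that were sequenced from both ends. For each gene and library the authors deposited a whole-number read count without normalization and an FPKM value, which scales the count by transcript length and by the total of the library. The paper's text does not name the aligner, the counting program, the genome build or the annotation. Of the 33971 genes in the table, 33865 (99.7%) were found by their Ensembl identifier in the mouse annotation GENCODE M21. Of those, 30925 (91.3%) had identical coordinates there, so positions are on GRCm38. The 2-month libraries held 48339782, 51683577 and 48171507 counts in replicates 1, 2 and 3, with a median of 48339782. The 18-month libraries held 59085179, 55201357 and 55702981 counts, with a median of 55702981. Counts were scaled by TMM normalization and tested with edgeR's quasi-likelihood test, over the 20397 genes that passed edgeR's filter on low counts. Fold changes are those of 18-month against 2-month cartilage. A gene was called when its Benjamini-Hochberg adjusted p-value was below 0.05 and its log2 fold change was above 1 or below −1, the limits given in the paper. With 3 libraries against 3, an exact permutation test cannot give a p-value below 0.1.

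Libraries of one age differed by more than the counting noise. The median chi-square per gene was 6.69 times that expected from counting alone between 18-month replicates 2 and 3. It was 16.2 to 81.5 times for the other pairs of the same age, and all libraries were kept as separate samples. A list of 16 chondrocyte marker genes took between 3.84% (95% Wilson interval 3.84% to 3.85%) and 6.48% (6.47% to 6.49%) of all counts in the 2-month libraries. In the 18-month libraries its share lay between 0.0594% (0.0587% to 0.0600%) and 0.148% (0.147% to 0.149%). A list of 14 neutrophil marker genes took between 4.55% (4.54% to 4.55%) and 4.94% (4.93% to 4.94%) of the counts in the 18-month libraries. In the 2-month libraries its share was 0.00137% (0.00127% to 0.00148%) in replicate 1, 0.411% (0.409% to 0.413%) in replicate 2 and 0.00653% (0.00631% to 0.00676%) in replicate 3. Such intervals cover counting error only and were narrower than the differences between libraries. Xist, the transcript that marks the inactive X chromosome, had 88239 to 102417 counts in the 2-month libraries and 11 to 30 in the 18-month libraries, so the sex pattern of the libraries divides with age.

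**Figure D1:**
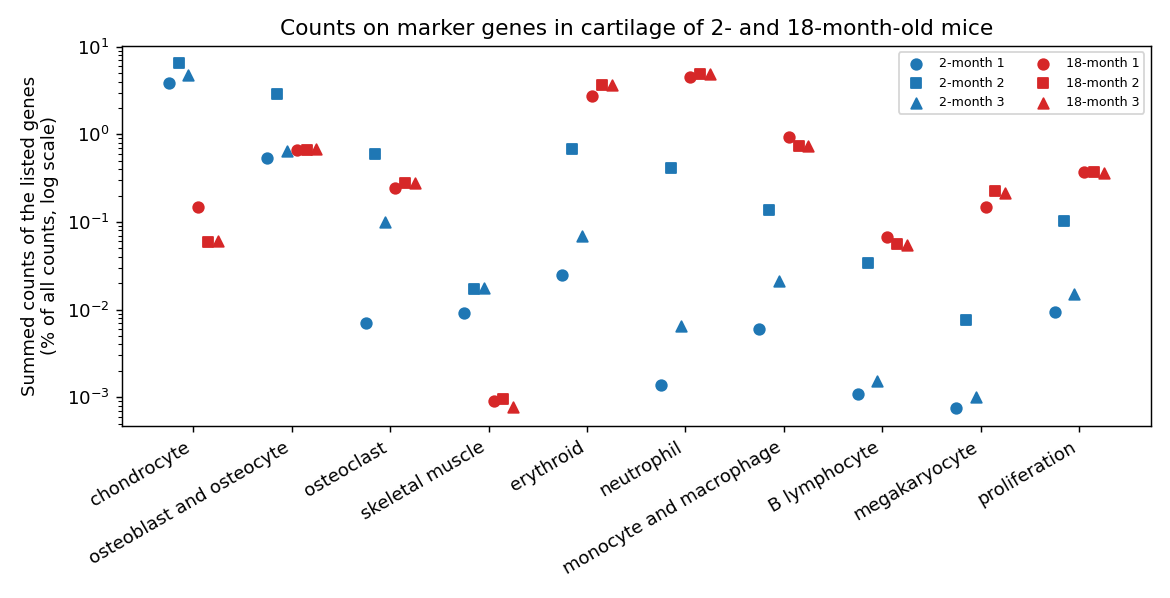
Share of all counts in each library (vertical axis, percent on a log scale) that fell on the genes of lists of marker genes (horizontal axis), with 1 point per library, blue for 2-month and red for 18-month cartilage. Chondrocyte markers lie at 3.84% to 6.48% in 2-month and at 0.0594% to 0.148% in 18-month libraries, and neutrophil markers at 0.00137% to 0.411% and at 4.55% to 4.94%.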

Differential gene expression analyses revealed that 4813 genes were significantly downregulated, whereas 5530 genes were significantly upregulated (log2FC > 1, <−1, q < 0.05) (Figure S1A).

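Past both limits were 7401 genes, of which 3047 were higher and 4354 lower in aged cartilage. An adjusted p-value below 0.05 without a limit on the fold change was reached by 10457 genes, 4769 higher and 5688 lower. The alternative that moved the total most was a test against a fold change of 2, which called 4033 genes, 1366 higher and 2667 lower. The split between higher and lower genes depended on the test and the scaling together. Of the called genes, 41.2% were higher with TMM normalization in edgeR and 43.4% with total counts alone in edgeR. The share was 50.6% with limma on log2(FPKM + 0.1) and 34.8% when those FPKM values were rescaled to TPM. With a pseudocount of 1 in limma it was 57.8%. The split also depended on 2-month replicate 2. Without that library 5007 genes were higher and 4576 lower, and 7104 of the 7401 genes were called in the same direction.

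Called genes with a mean FPKM of at least 1 and no overlap between the ages were ranked by fold change. Genes whose symbols are Gm numbers or contain Rik were left out of the ranking. The 5 ranked genes with the largest rise were immunoglobulin genes without a count in the 2-month libraries. Immunoglobulin genes are near-identical copies in multigene families, so the authors' counting could have divided reads between them. Ighg2c (ENSMUSG00000076612), on chromosome 12 from 113285325 to 113288932 on the minus strand, had 37511, 7201 and 7654 counts in the 18-month libraries. This was at least 4949.6-fold higher than 3 counts, taken as the floor. The bounds were at least 454-fold for Ighv5-9, 427-fold for Ighv1-53, 243-fold for Ighg3 and 188-fold for Igkv4-57-1. Most counts of Ighv5-9 and Ighg3 came from 18-month replicate 1, which held 4456 and 2375 of them against 175 and 113 in replicate 2. Without it the bounds were 60.6-fold for Ighv5-9, 34.0-fold for Ighg3 and 2203-fold for Ighg2c. Ighv5-9 and Ighg3 were still called without that replicate, and neither was past the threshold without 2-month replicate 1 or without 2-month replicate 3. The highest adjusted p-value was 0.0597 for Ighv5-9 and 0.0624 for Ighg3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Epyc, Il17b, Pax1 and C1qtnf3 had no count in the 18-month libraries and were at least 1101-fold, 807-fold, 486-fold and 324-fold lower than in the 2-month libraries. The bound fell to 697-fold for Epyc and to 151-fold for C1qtnf3 without 2-month replicate 2, which held 5232 and 1833 of their counts. The FPKM of Matn1 (ENSMUSG00000040533, chromosome 4, 130944385 to 130955475) was 349.7 ± 196 (SD, n = 3) at 2 months and 0.0438 ± 0.0483 (SD, n = 3) at 18 months, a log2 fold change of −12.98.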

**Figure 1:**
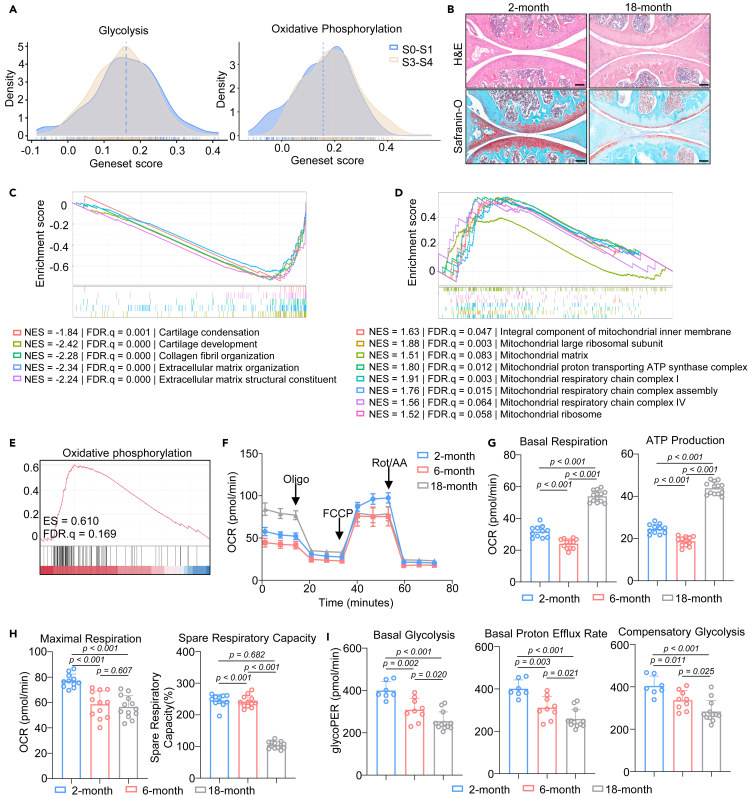
Metabolic reprogramming of chondrocytes during aging See also Figure S1. (A) Quantitative analysis of glycolysis and oxidative phosphorylation in human articular cartilage with different stage. (B) A representative image of H&E and safranin-O staining of knee joint section from young and aged mice. Scale bar: 100 μm. (C–E) GSEA analysis showing (C) de-enrichment of the cartilage related pathways and (D) enrichment of mitochondrial related pathways and (E) oxidative phosphorylation. (F–H) Seahorse cell mito stress assay plot of and (G) Basal respiration, ATP production, (H) maximal respiration and spare respiratory capacity of chondrocytes from different age (*n* = 11, 12 and 13 for 2-month, 6-month and 18-month, respectively). (I) Basal glycolysis, basal proton efflux rate and compensatory glycolysis of chondrocytes from different age (*n* = 7, 9 and 12 for 2-month, 6-month and 18-month, respectively). Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

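Gene sets were formed from the Gene Ontology terms that the authors' table lists for each gene, and tested by pre-ranked enrichment with fgsea. Genes were ranked by the signed square root of the F statistic, and a normalized enrichment score (NES) below 0 means that a set lies among genes lower in aged cartilage. Adjusted p-values are Benjamini-Hochberg values over the 3841 Gene Ontology sets tested. The cartilage condensation set had 15 tested genes and an NES of −1.80 (fgsea adjusted p = 0.031), and 13 of its genes were called lower and 2 higher. Without 2-month replicate 2 its NES was −1.72 and the fgsea adjusted p-value 0.092, which is not past the threshold (range over all fits with 1 library left out, 0.0017 to 0.092). The cartilage development set had an NES of −2.48 (fgsea adjusted p = 1.6e-09), with 45 of 74 genes called lower. For extracellular matrix organization the NES was −2.30 (fgsea adjusted p = 1.5e-08; 49 of 104 genes lower). For collagen fibril organization it was −2.42 (fgsea adjusted p = 1.6e-07; 29 of 49 genes lower). For extracellular matrix structural constituents it was −2.19 (fgsea adjusted p = 4.8e-05; 27 of 44 genes lower). Adjusted over the list alone, each of the 5 sets was past 0.05, with the highest value at 0.0037 for cartilage condensation. All 5 sets were also past the threshold with camera at a preset correlation of 0.01 and with fry. With the correlation between genes estimated from the 6 libraries, none was past it in camera, where the adjusted p-value was 0.75 for each. The sets share genes, so they are not independent results.

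Ranking genes by the signal-to-noise ratio changed the call of every set. Each NES stayed below 0, with cartilage development at −2.28, and none was past the threshold. In the cartilage development set, 56 of 74 genes were lower in every aged library than in every young library and 7 were higher, where chance gives 10% for both directions together. Col2a1 (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695, minus strand), which encodes type II collagen, had an FPKM of 2205 ± 1022 (SD, n = 3) at 2 months and 15.6 ± 4.84 (SD, n = 3) at 18 months. Its log2 fold change was −7.20 (standard error 0.60, adjusted p = 0.0011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), which encodes aggrecan, changed by −5.91 on the log2 scale (standard error 1.13, adjusted p = 0.0080, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 20333, 2307 and 2117 in the 18-month libraries and 318237 to 425478 in the 2-month libraries. Without 18-month replicate 1 the fall of Acan was larger, at −7.69.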

Upon gene set enrichment analysis of Gene Ontology (GSEA-GO), aged cartilage exhibited a decrease in genes related to cartilage condensation (NES = −1.84, *p* < 0.001, FDR q < 0.001), cartilage development (NES = −2.42, *p* < 0.001, FDR q < 0.001), extracellular matrix organization (NES = −2.34, *p* < 0.001, FDR q < 0.001), collagen fibril organization (NES = −2.28, *p* < 0.001, FDR q < 0.001), and extracellular matrix structural constituent (NES = −2.24, *p* < 0.001, FDR q < 0.001) (Figures 1C and S1B), in line with the histological findings. Intriguingly, genes associated with mitochondria (e.g., mitochondrial respiratory chain complex I (NES = 1.91, *p* < 0.001, FDR q = 0.002), mitochondrial ribosome (NES = 1.52, *p* = 0.023, FDR q = 0.075), and mitochondria matrix (NES = 1.51, *p* < 0.001, FDR q = 0.078)) was significantly upregulated in the cartilage of aged mice (Figure 1D and S1C), whereas OXPHOS were significantly upregulated (NES = 2.18, *p* < 0.001, FDR q < 0.001) as well (Figures 1E and S1D). 

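The sets of mitochondrial genes were tested in the same way, and scores above 0 mean higher expression in aged cartilage. Mitochondrial respiratory chain complex I had an NES of 2.39 (fgsea adjusted p = 2.2e-06), with 6 of 66 genes called higher and 0 lower. Of these genes, 33 were higher in every aged library than in every young library and 2 were lower, where chance gives 10% for both directions together. The mitochondrial ribosome had an NES of 2.16 (fgsea adjusted p = 0.0021; 2 of 26 genes called higher) and its large subunit one of 2.40 (fgsea adjusted p = 4.1e-06; 5 of 58 genes). The mitochondrial matrix set had an NES of 1.57 (fgsea adjusted p = 0.0043), with 30 genes called higher and 17 lower of 150. The proton-transporting ATP synthase complex had an NES of 2.58 (fgsea adjusted p = 2.9e-06; 5 of 29 genes) and complex IV one of 2.34 (fgsea adjusted p = 0.00018; 6 genes higher and 2 lower of 25). The integral components of the inner membrane had an NES of 1.88 (fgsea adjusted p = 0.017; 5 of 33 genes). The term for respiratory chain complex assembly held 6 tested genes and was not enriched (NES 0.89, fgsea adjusted p = 0.742), with 0 genes called and 3 at an unadjusted p-value below 0.05. The KEGG oxidative phosphorylation set had an NES of 2.91 (fgsea adjusted p = 5.2e-16 over 312 KEGG sets). Of its 107 genes, 11 were called higher and 3 lower, the median log2 fold change was 0.53, and 64 were higher in every aged library while 4 were lower. Adjusted over the list alone, 7 of the 8 mitochondrial sets were past 0.05, all but complex assembly.

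Ranking genes by log2 fold change moved oxidative phosphorylation most, to 1.49, where it was still past the threshold. That ranking left no Gene Ontology set of this family past it and turned complex IV to −0.83. Rescaling FPKM to TPM in a limma fit moved the median log2 fold change of all genes to −0.33, and quantile normalization moved it to −0.10. With TPM the score of the mitochondrial matrix fell below 0, to −0.53. Complex I (1.15), the large ribosomal subunit (1.16), the ribosome (1.03), the inner membrane (0.92) and complex IV (1.46) were not past the threshold with TPM. The score of complex assembly changed sign with TPM (−0.73) and with quantile normalization (−0.81). Without 2-month replicate 2 the matrix (1.38), the ribosome (1.42), the inner membrane (1.46) and complex IV (1.64) were no longer past the threshold, while oxidative phosphorylation stayed past it at 2.00. The inner membrane was also not past it without 2-month replicate 3 (1.71). With camera at the preset correlation the inner membrane, matrix, complex IV and ribosome sets were not past the threshold. With fry all but complex assembly were past it, and with an estimated correlation none was.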

We further validated the upregulation of gene expression profile of cartilage formation (*Col2a1* and *Acan*) and downregulation of mitochondria component (*Ndufb3* and *Uqcrc1*) (Figure S1E). These findings were in agreement with previous single-cell RNA-seq analysis results of human chondrocytes, thereby indicating the role of energy metabolism in cartilage degeneration.

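Listed subunits of the 5 respiratory chain complexes that are encoded in the nucleus were higher in aged cartilage by less than the fold change limit in most cases. Of 79 subunits tested, 75 had a log2 fold change above 0 and 13 were called higher, both over all genes and adjusted over the list alone, and none was called lower. Their median log2 fold change was 0.70 with TMM normalization. It was 0.34 after rescaling FPKM to TPM and 0.45 after quantile normalization, both in limma, so its direction did not depend on the scaling. By complex, the median with TMM normalization was 0.47 for complex I, 0.85 for complex II, 0.63 for complex III, 0.76 for complex IV and 0.77 for complex V. With TPM these medians were 0.12, 0.50, 0.27, 0.40 and 0.42 in the same order. The 13 protein-coding genes of the mitochondrial genome had a median of −0.10, with 0 calls and 0 genes at an unadjusted p-value below 0.05. That median changed sign with the scaling, at −0.43 with TPM and 0.0013 with limma on log2(FPKM + 0.1). It was 0.11 without 2-month replicate 2, −0.17 without 2-month replicate 1 and 0.0034 without 18-month replicate 1.

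Ndufb3 (ENSMUSG00000026032, chromosome 1, 58586384 to 58595964), which encodes a subunit of complex I, had an FPKM of 37.3 ± 1.86 (SD, n = 3) at 2 months and 62.1 ± 6.69 (SD, n = 3) at 18 months. Its log2 fold change was 0.65 (standard error 0.12, adjusted p = 0.0080, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under the fold change limit. Over 14 alternatives with all libraries it ran from 0.30 to 0.73, and in 1 of them the adjusted p-value was not below 0.05. Uqcrc1 (ENSMUSG00000025651, chromosome 9, 108936633 to 108949623), which encodes a subunit of complex III, rose from 12.7 ± 3.11 to 30.3 ± 0.745 FPKM (SD, n = 3 each). Its log2 fold change was 1.18 (standard error 0.16, adjusted p = 0.0028, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From these gene sets, its quantitative PCR and human single-cell data, the paper reasons that energy metabolism has a role in cartilage degeneration.

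**Figure D2:**
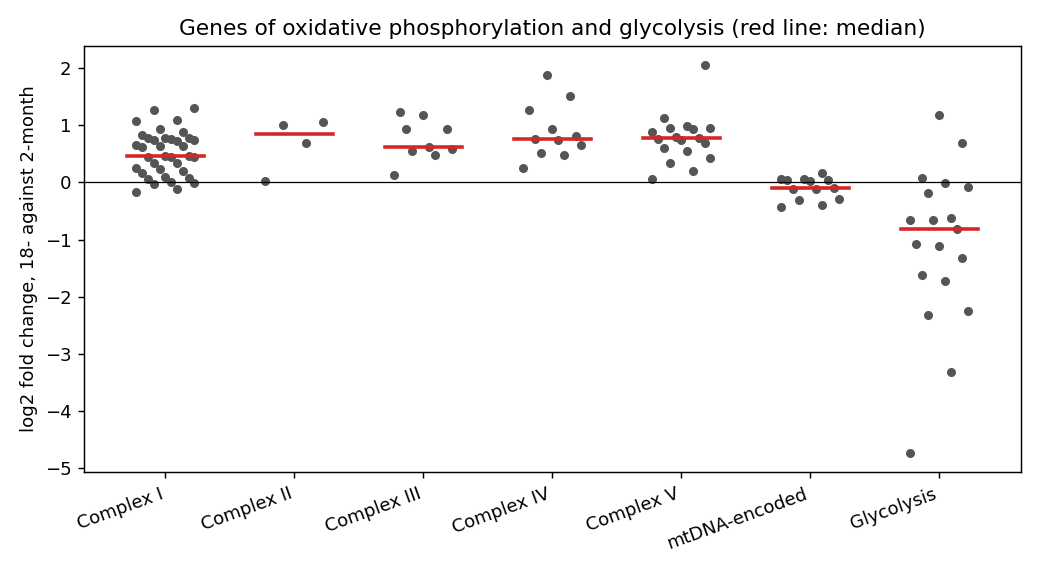
Log2 fold change of 18- against 2-month cartilage (vertical axis) for single genes (grey points) of respiratory chain complexes I to V, of the mitochondrial genome and of glycolysis (horizontal axis), with red lines at the medians. The medians are those with TMM normalization. They are 0.47 to 0.85 for the nuclear-encoded complexes (0.12 to 0.50 with TPM) and −0.10 for the mitochondrial genome, which changes sign with the scaling. For the listed 19 glycolysis genes the median is −0.81. That list was not enriched (NES −1.35, fgsea adjusted p = 0.127). With the KEGG members of glycolysis, a different list, the NES was 1.20.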

To further determine the metabolic status of chondrocytes during aging, we isolated articular chondrocytes of different ages (2, 6, and 18 months old) and performed a seahorse cell mitochondria stress test (Figure 1F). The 18-month chondrocytes had higher basal respiration and ATP production (Figure 1G). In contrast, 2-month chondrocytes had the highest maximal respiration and spare respiratory capacity, which were downregulated with age (Figure 1H), indicating that aged chondrocytes are prone to generate energy via OXPHOS. Though young chondrocytes have the highest OXPHOS capacity, they are not reliant on this to generate energy. Since chondrocytes reside in a low-oxygen environment, young chondrocytes mainly produce energy through other non-oxygen-consuming pathways, prompting us to perform a seahorse glycolytic rate test. Consistent with our hypothesis, 2-month chondrocytes held the highest rates of basal glycolysis, basal proton efflux, and compensatory glycolysis, and these were all downregulated with age as well (Figure 1I). Normally, chondrocytes are highly dependent on glycolysis, owing to their low-oxygen environment.^22^ Thus, our findings suggest energy metabolism reprogramming in chondrocytes as these shifted from glycolysis to OXPHOS, which may due to the impaired glycolysis function.^23^^,^^24^

### Parkin ablation reverses the age-related metabolic changes in chondrocytes

As we found changed energy metabolic profile during aging, we mainly focused on gene that regulate energy metabolism and mitochondria homeostasis as candidate that regulated the energy metabolic shift in aging-related OA. Parkin regulates mitophagy and is involved in cell metabolic reprogramming, especially in energy metabolism including glycolysis and OXPHOS.^25^^,^^26^^,^^27^^,^^28^^,^^29^ We found that *Prkn* expression was significantly decreased among aged chondrocytes (Figures 2A and 2B). It has been reported that Parkin overexpression might triggers widespread mitophagy,^30^^,^^31^ mitochondria depolarization and fragmentation.^32^^,^^33^ We first generated *Prkn*-overexpression (*Prkn*-OE) chondrocytes and found that Parkin overexpression downregulated matrix synthesis of chondrocytes (Figures S2A and S2B), indicating that *Prkn*-OE might not be suitable for studying aging-related OA. Therefore, we employed *Prkn*-knockout (KO) mice to study the role of energy metabolism in cartilage aging. The success of Parkin KO *in vivo* were validated by quantifying Parkin level in articular cartilage (Figure S2C). We isolated articular cartilage of 18-month wildtype and *Prkn*-KO and validated the *Prkn* expression level (Figure S2D). Immunofluorescence revealed that compared with young mice, Parkin content in the articular cartilage of aged mice was significantly reduced and further decreased in *Prkn*-KO mice (Figure S2E). We further subjected articular cartilage of 18-month wildtype and *Prkn*-KO to whole transcriptome RNA sequencing (Figure S2F). Differential gene expression analyses revealed that 296 and 744 genes were significantly upregulated and downregulated, respectively, in *Prkn*-KO mice (log2FC > 1, <−1, q < 0.05). GSEA-KEGG revealed that glycolysis and glucogenesis were upregulated (NES = 1.66, *p* = 0.003, FDR q = 0.038) (Figures 2C and S2G), while OXPHOS was slightly downregulated (NES = −1.32, *p* = 0.050, FDR q = 0.266) (Figure 2D). Intriguingly, mitophagy pathway was moderately downregulated in *Prkn*-KO cartilage, yet not statistically significant (NES = −1.12, *p* = 0.281, FDR q = 0.564) (Figure S2H), indicating that Parkin regulated various cellular metabolism beyond mitophagy.

**Figure 2:**
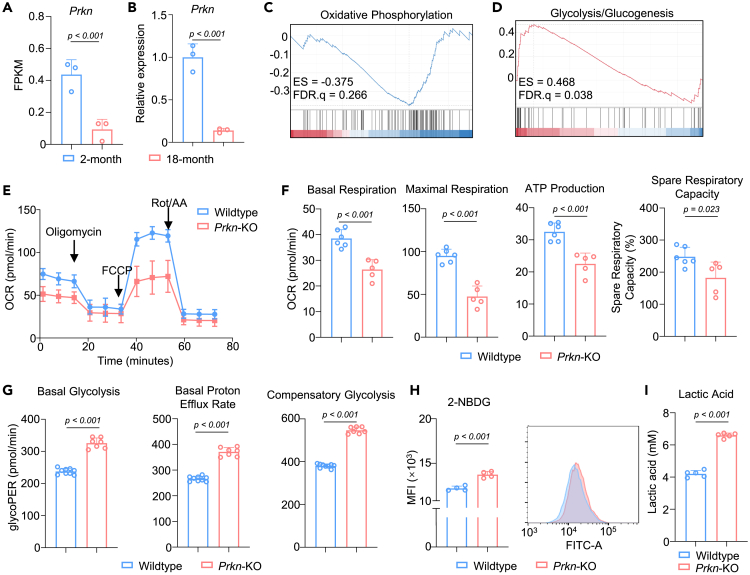
Parkin ablation reverses the age-related metabolic changes in chondrocytes See also Figure S2. (A and B) Expression level of *Prkn* in 2-month and 18-month cartilage analyzed by (A) RNA-sequencing and (B) validated by RT-qPCR (*n* = 3). (C and D) GSEA analysis showing (C) de-enrichment of oxidative phosphorylation and (D) enrichment of glycolysis/glucogenesis in cartilage of *Prkn*-KO mice. (E and F) Seahorse cell mito stress assay plot of and (F) Basal respiration, ATP production, maximal respiration and spare respiratory capacity of chondrocytes from wildtype and *Prkn*-KO mice (*n* = 6 and 5 for wildtype and *Prkn*-KO, respectively). (G) Basal glycolysis, basal proton efflux rate and compensatory glycolysis of chondrocytes from wildtype and P*rkn*-KO mice (*n* = 9 and 7 for wildtype and *Prkn*-KO, respectively). (H) Flow cytometry analysis of 2-NBDG uptake of wildtype and P*rkn*-KO chondrocytes (*n* = 4). (I) Lactic acid concentration in culture medium of wildtype and P*rkn*-KO chondrocytes (*n* = 5). Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

To validate the metabolic change in *Prkn*-KO chondrocytes, a cell mitochondria stress test and glycolytic rate test were performed (Figure 2E). Primary articular chondrocytes from *Prkn*-KO mice demonstrated significantly lower levels of basal respiration, maximal respiration, ATP production, and spare respiratory capacity, suggestive of downregulated mitochondrial respiration (Figure 2F). Conversely, *Prkn*-KO chondrocytes showed a significantly increased level of basal glycolysis, compensatory glycolysis, and basal proton efflux rate (Figure 2G), suggesting enhanced glycolysis. To validate the capacity for glycolysis, we performed a 2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino)-2-deoxyglucose (2-NBDG) glucose uptake assay, measured by flow cytometry. *Prkn*-KO chondrocytes showed elevated glucose uptake versus wildtype chondrocytes (Figure 2H). Consistent with the seahorse analysis and glucose uptake, *Prkn*-KO chondrocytes had higher lactic acid concentration in the culture medium versus wildtype chondrocytes (Figure 2I), indicating enhanced glycolysis. The metabolic phenotype of *Prkn*-KO chondrocytes is similar to that of young chondrocytes, in line with bulk RNA-seq results. These results indicate that Parkin plays a significant role in chondrocyte metabolism during cartilage aging, whereas *Prkn*-KO may reverse the age-related metabolic changes in chondrocytes.

### Parkin ablation ameliorate the age-related OA

To further validate the impact of Parkin on aging-related OA, we conducted a knee joint analysis of 18-month-old wildtype mice and *Prkn*-KO mice. Interestingly, safranin-O and hematoxylin-eosin (H&E) staining revealed that aged *Prkn*-KO mice had less cartilage degeneration than wildtype mice (Figure 3A). OARSI and Mankin score showed a significant decrease in *Prkn*-KO mice (Figure 3B). Immunohistochemistry (IHC) analysis further revealed that chondrocytes in *Prkn*-KO mice expressed a higher level of KI67 during aging (Figure 3C), suggesting that *Prkn*-KO significantly ameliorated age-related changes in cartilage. The expression of genes related to cartilage matrix formation (e.g., *Col2a1* and *Acan*) was slightly increased. However, genes related to matrix degradation (e.g., *Mmp13, Mmp3* and *Adamts5*) were significantly downregulated (Figure 3D). These results indicate that Parkin ablation ameliorates age-related OA.

**Figure 3:**
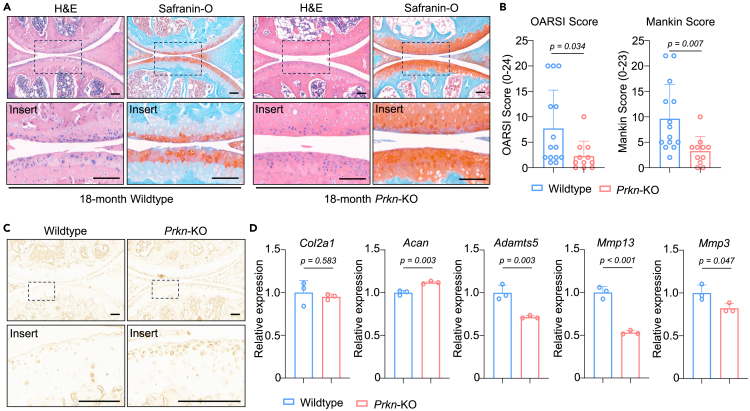
Parkin-ablation ameliorate the age-related changes of cartilage (A and B) A representative image of H&E and safranin-O staining and (B) OARSI and Mankin scores of knee joint section from 18-month wildtype and *Prkn*-KO mice (*n* = 14 and 11 for wildtype and *Prkn*-KO, respectively). Scale bar: 100 μm. (C) A representative image of immunohistochemistry staining of KI67 of knee joint section from 18-month wildtype and *Prkn*-KO mice. Scale bar: 100 μm. (D) mRNA level of genes associated with cartilage matrix and matrix degrading enzymes of cartilage from wildtype and *Prkn*-KO mice (*n* = 3). Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

### Parkin-regulated LLC improved age-related OA phenotype in chondrocytes

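KEGG pathways were taken from the authors' table, and each pathway with at least 10 tested genes was tested for an excess of called genes with a one-sided Fisher's exact test against the 4700 tested genes that have a KEGG pathway. Of the 923 tested genes of the pathway named Metabolic pathways, 371 (40.2%) were called. Of all genes with a pathway, 1810 (38.5%) were called (Fisher's exact test, p = 0.128, Benjamini-Hochberg adjusted p = 0.684 over 313 pathways, rank 57). Among its genes 20.6% were higher and 19.6% lower in aged cartilage, against 19.1% and 19.4% of the background. Past the adjusted threshold were 6 pathways, and 35 had an unadjusted p-value below 0.05. With higher and lower genes tested apart, 25 pathways were past it for each direction, the first being DNA replication for higher genes (25 of 32, Fisher's exact test, adjusted p = 2.2e-10) and Hippo signaling for lower genes (57 of 125, Fisher's exact test, adjusted p = 2.9e-09). Metabolic pathways was past it for neither (Fisher's exact test, adjusted p = 0.481 and 1). With both directions together ECM-receptor interaction had the lowest p-value, with 52 of 68 genes called (Fisher's exact test, adjusted p = 4.9e-08), followed by DNA replication with 25 of 32 (Fisher's exact test, adjusted p = 0.00085). The pentose phosphate pathway, with 16 of 20 genes (Fisher's exact test, adjusted p = 0.014), was the only metabolic pathway of the 6. Oxidative phosphorylation had 14 of 107 genes called, the rank 312. The alternative with the lowest adjusted p-value for Metabolic pathways used all tested genes as the background, where 36.3% were called (Fisher's exact test, adjusted p = 0.120; range over alternatives with all libraries, 0.120 to 1). The share of called genes was below that of the background in each of the 6 limma fits, with 44.2% against 44.6% on log2(FPKM + 0.1). It was also below it without 2-month replicate 2, with 47.7% against 49.8%.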

Based on our previous RNA-seq results comparing articular cartilage from aged and young mice, the metabolic pathways were strongly enriched on KEGG enrichment analysis (Figure 4A), indicating a remarkable change of chondrocyte metabolism during aging. Intriguingly, metabolic pathways were also strongly enriched in *Prkn*-KO mice based on KEGG enrichment analysis (Figure 4B). The strong enrichment of genes in aging and *Prkn*-KO cartilage linked to metabolic processes suggests that changes in energy metabolism can remodel the metabolic profile of cartilage.

**Figure 4:**
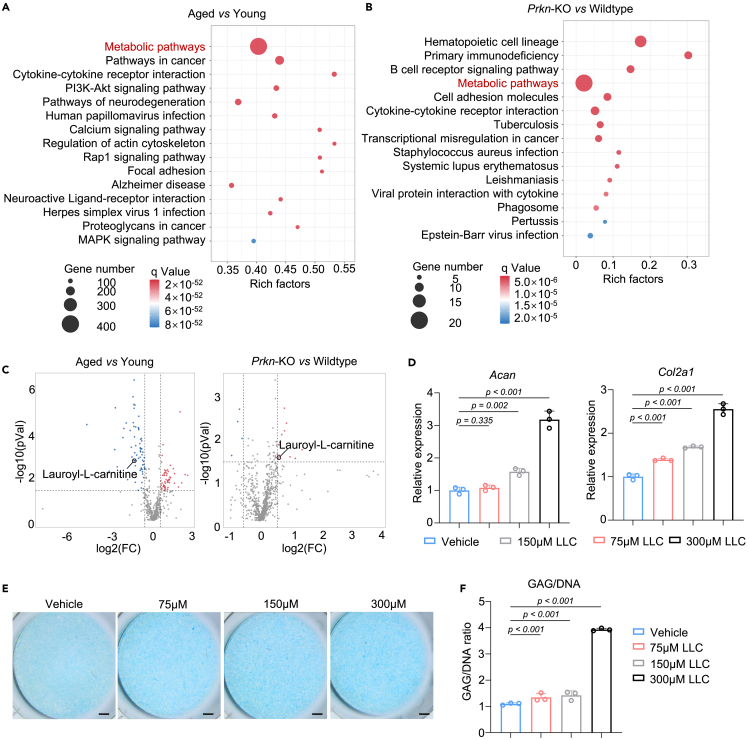
Parkin regulates metabolism reprogramming in chondrocytes See also Figure S3. (A and B) KEGG analysis revealed strong enrichment of metabolic pathways in cartilage from (A) aged vs. young and (B) *Prkn*-KO vs. wildtype. (C) Volcano plot of metabolomic of aged vs. young and *Prkn*-KO vs. wildtype. (D) mRNA level of genes associated with cartilage matrix of aged chondrocytes treated with LLC (*n* = 3). (E and F) Alcian blue staining and (F) quantitative results of aged chondrocytes treated with LLC (*n* = 3). Scale bar: 1 mm. Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

Global metabolomics profiling was performed to further our analysis. The articular cartilage of 18-month-old wildtype mice was compared with that of 2-month-old wildtype mice for metabolomic analysis (Figure S3A). Differential metabolite analyses revealed that 935 metabolites were significantly upregulated, while 769 metabolites were significantly downregulated in aged mice (log2FC > 1, <−1, *p* < 0.05, VIP >1). The articular cartilage of 18-month-old *Prkn*-KO versus wildtype mice was also compared (Figure S3B). Differential metabolite analyses revealed that 241 metabolites were significantly upregulated and 83 metabolites were significantly downregulated in *Prkn*-KO mice (log2FC > 1, <−1, *p* < 0.05, VIP >1).

Since the *Prkn*-KO phenotype demonstrated a cartilage-protective effect, we primarily focused on metabolites with an opposite regulatory trend in the two groups. To achieve a consistent communication regarding metabolite identification confidence, we focused on metabolites included in MS^2^ library. There are two candidates that meet our filters, with LLC have higher Variable Important for the Projection (VIP) (*p* = 0.041, VIP = 2.23). Therefore, we focused on LLC, an acylation product of L-carnitine, which was downregulated in aged cartilage yet upregulated in *Prkn*-KO cartilage (Figure 4C). L-carnitine is an amino acid derivative, which facilitates long-chain fatty acid entry into mitochondria, delivering substrate for oxidation and subsequent energy production. The biological effect of LLC is poorly understood, other than the fact that it acts as a surfactant. After treating aged chondrocytes with LLC, we found that genes related to chondrocyte development including *Acan*, *Col2a1,* and *Sox9* were significantly elevated (Figures 4D and S3C). LLC-treated aged chondrocytes also showed deeper staining with Alcian blue (Figure 4E). The GAG quantification results were consistent with the Alcian blue and RT-PCR results (Figure 4F). indicating that LLC significantly improved phenotype of aged chondrocytes. As KI67 were upregulated after Parkin ablation, we further performed EdU staining and found that LLC increased the EdU^+^ chondrocyte ratio (Figures S3D and S3E), indicating that LLC could rescue the cell-cycle arrest of aged chondrocytes.

We then verified the therapeutic effects of LLC *in vivo*. Age-related OA models are physiologically relevant to its actual pathogenesis in humans, but these models differ in severity and onset. Thus, a mouse OA model was created by performing anterior cruciate ligament transection (ACLT) on wildtype mice; LLC was given via intra-articular injection treatment (IAT) twice a week. On gait analysis, the swing/stance ratio began to elevate 1-week post operation (Figures S4A and S4B). LLC-treated mice showed significant improvement in the swing speed and swing/stance ratio of the operated hindlimb 2- and 4-week postoperatively (Figures 5A and 5B, S4C, and S4D), indicating significant pain relief in the knee joint. Furthermore, the average pressure also improved by LLC treatment 4-week postoperatively (Figures 5A and 5B), manifesting as a significant improvement in gait pattern. After H&E and safranin-O staining followed by OARSI and Mankin scoring, LLC-treated mice exhibited reduced severity of OA at 4 weeks after ACLT (Figures 5C and 5D). In summary, supplementation with LLC ameliorates OA progression *in vivo*.

**Figure 5:**
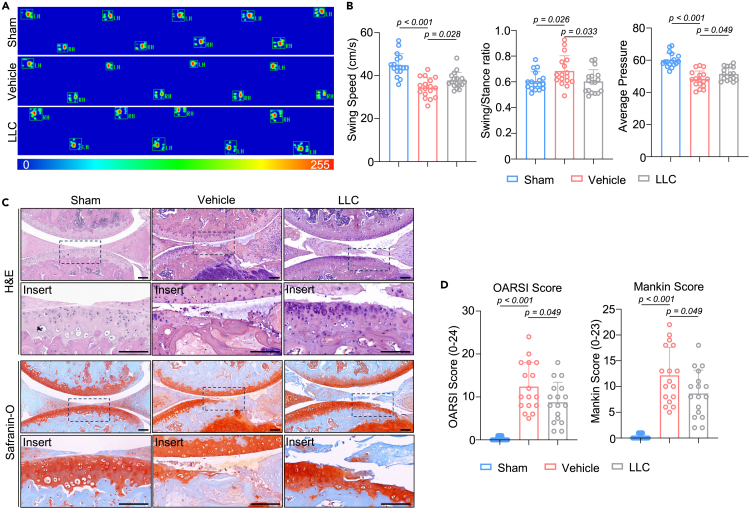
Intraarticular treatment of LLC ameliorates OA progression *in vivo* See also Figure S4. (A and B) Footprint pressure diagram and (B) quantitative results of swing speed, swing/stance ratio and average pressure of the operated hindlimb treated with LLC for 4-week (*n* = 17). (C and D) A representative image of H&E and safranin-O staining and (D) OARSI and Mankin scores of the LLC-treated OA mouse model 4 weeks postoperatively (*n* = 17). Scale bar: 100 μm. Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

### LLC inhibited NF-κB pathway and alleviated cartilage deterioration

We then further analyzed the RNA-seq results of aged versus young cartilage and *Prkn*-KO versus wildtype cartilage, focusing on enriched pathway with opposite regulatory trends in the two groups. Interestingly, GSEA-GO analysis revealed that chemokine activity, CCR-chemokine receptor binding, and chemokine-mediated signaling pathway was significantly upregulated in aged cartilage, but significantly downregulated in *Prkn*-KO cartilage (Figures 6A and S5A). 

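For aged against young cartilage, the chemokine activity set had 35 tested genes and an NES of 1.79 (fgsea adjusted p = 0.025), with 14 genes called higher and 2 lower. The set for binding of CCR chemokine receptors had an NES of 1.66 and was not past the threshold (fgsea adjusted p = 0.083; adjusted over the list alone, 0.0256), with 8 genes higher and 1 lower of 18. The chemokine-mediated signaling pathway had an NES of 1.39 (fgsea adjusted p = 0.206; adjusted over the list alone, 0.0676), with 14 genes higher and 3 lower of 34. Both of the latter were past the threshold with fry and with camera at the preset correlation, and neither was with an estimated correlation. The alternative that moved a score most was ranking by log2 fold change, which took the signaling pathway to 2.22 and past the threshold. Receptor binding moved most with TPM, to 2.19, and was past it. Both were past it without 2-month replicate 1 (2.02 for receptor binding and 1.75 for the signaling pathway), and receptor binding also without 2-month replicate 3 (1.91). Chemokine activity was not past it among genes with a mean FPKM of at least 1 (1.74) or when ranked by the signal-to-noise ratio. Of the genes shown for age in the chemokine panels of Fig. S5A, 21 were tested, 21 had a positive log2 fold change and 16 were called higher. Adjusted over the list alone, 17 were higher, which is not independent evidence because the study chose these genes on the same libraries. Their median log2 fold change was 4.57, and 3.63 with the 3 genes that were at the floor at 2 months set to their lower bounds. In limma fits it was 4.18 with TPM, 3.80 with quantile normalization and 1.76 with a pseudocount of 1. With edgeR the fitted median was 6.63 without 2-month replicate 2. Genes at the floor were not set to their bounds there, so it compares with 4.57 and not with 3.63.

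Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518, minus strand) had an FPKM of 0.381 ± 0.372 (SD, n = 3) at 2 months and 13.4 ± 1.58 (SD, n = 3) at 18 months. Its log2 fold change was 5.03 (standard error 0.67, adjusted p = 0.0028, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl7 had 0 counts in each 2-month library and 39, 20 and 34 in the 18-month libraries, at least 8.95-fold higher than the floor of 3 counts. The most abundant gene of the panels, Ppbp, is also on the list of megakaryocyte markers and had 3, 1675 and 0 counts at 2 months and 46107, 65110 and 64193 at 18 months. With that spread between the young libraries its log2 fold change of 6.59 was not past the threshold (adjusted p = 0.082, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The comparison of knockout with wildtype cartilage was not analysed here.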

One of the most important factors in the pathogenesis of cartilage degeneration is a disturbed cytokine/chemokine balance.^34^ The most important inflammatory cytokine in the pathogenesis of cartilage is IL-1β.^35^ LLC upregulated *Sox9, Col2a1,* and *Acan* (Figures 6B and S5B) while significantly downregulated pro-inflammatory cytokine expression (e.g., *Il1b*, *Il6,* and *Il11*) and inflammatory gene (Figures S5C and S5D) expression (e.g., *Ptgs2*, *Cxcl1,* and *Cxcl2*) in IL-1β treated chondrocytes (Figures 6B and S5E). Additionally, LLC downregulated the gene expressions of *Mmp13, Mmp3,* and *Adamts5* in IL-1β treated chondrocytes (Figures 6B and S5F), further verified at the protein level using immunoblotting (Figures 6C and 6D). OA mice treated with IAT of LLC showed significantly lower expression of MMP13 (Figures 6E and 6F), indicating that LLC rescued OA chondrocytes phenotype caused by inflammation.

**Figure 6:**
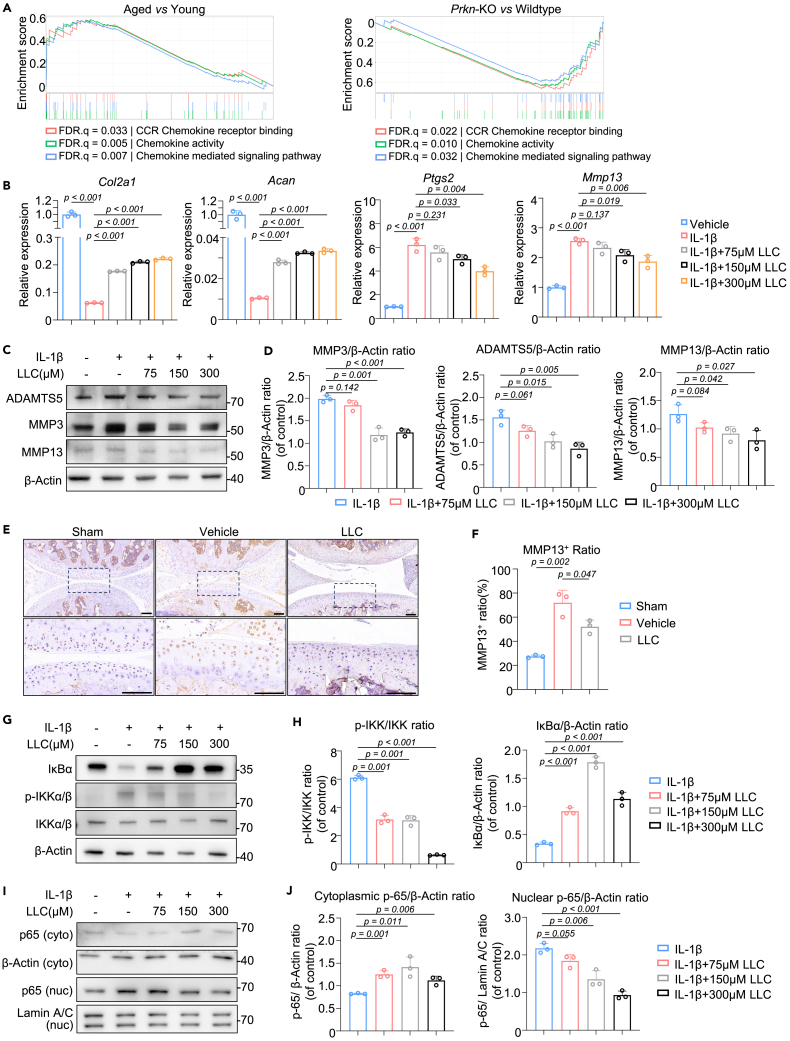
LLC inhibited NF-κB pathway and alleviated cartilage deterioration See also Figure S5. (A) GSEA analysis revealed that chemokine related pathways were enriched in aged cartilage while de-enriched in *Prkn*-KO cartilage. (B) mRNA level of genes associated with cartilage matrix, inflammation and matrix degrading enzymes of chondrocytes treated with LLC (*n* = 3). (C and D) Protein expression and (D) quantitative results of matrix degrading enzymes of chondrocytes treated with LLC (*n* = 3). (E and F) A representative image of immunohistochemistry staining and (F) quantitative results of the LLC-treated OA mouse model 4 weeks postoperatively (*n* = 3). Scale bar: 100 μm. (G and H) Protein expression and (H) quantitative results of IκBα, *p*-IKKα/β and IKKα/β of chondrocytes treated with LLC (*n* = 3). (I and J) Cytoplasmic and nuclear protein expression and (J) quantitative results of p65 of chondrocytes treated with LLC (*n* = 3). Statistical analysis was performed by two-tailed Student’s *t* test for comparisons of two groups.

It has been reported that IL-1β-mediated NF-κB activation stimulates the production of various proinflammatory cytokines and chemokines,^36^ inhibits cartilage matrix expression and increases production of matrix metalloproteinases and aggrecanases.^37^^,^^38^ Acetyl-carnitine is reported to have chemo-preventive and angio-preventive activities.^39^ As LLC is an acylation product of L-carnitine, we then hypothesized that LLC could downregulates the NF-κB pathway and chemokine activity, thereby improving the cartilage phenotype and preventing degradation. We found that the protein content of IκBα was markedly downregulated, whereas the *p*-IKK level was increased with a significantly upregulated *p*-IKK/IKK ratio in IL-1β treated chondrocytes (Figures 6G and 6H). LLC significantly reversed the IκBα and *p*-IKK/IKK ratio in a dose-dependent manner.

IKKα/β activation causes degradation of IκB, which leads to p65 NF-κB nuclear translocation and induces gene expression of inflammatory cytokines and degrading enzymes.^40^ We then validated NF-κB pathway activation by analyzing p65 nuclear translocation. We found that IL-1β stimulation significantly increased NF-κB p65 translocation from the cytoplasm to the nucleus, while LLC reduced this effect in chondrocytes confirmed by western blotting (Figures 6I and 6J), suggesting that LLC inhibited the activation of the NF-κB pathway in OA chondrocytes.

## Discussion

OA is classically thought to be a disease of “wear and tear”, but emerging knowledge suggests that it is a complex process composed of local and systemic inflammatory and metabolic factors.^12^ Currently, there are disease-modifying OA drugs, which mostly target proinflammatory cytokines and matrix-degrading enzymes. However, targeting chondrocyte metabolic restoration is of great importance as well. A known hallmark of OA chondrocytes is a shift from OXPHOS to glycolysis.^12^ In contrast, the energy metabolic reprogramming of chondrocytes during aging seems to progress in the opposite direction, as mitochondrial respiration is upregulated during the aging process of rat chondrocytes up to 12 months.^15^ In the present study, chondrocytes demonstrated an age-related increase of basal respiration but a decrease in glycolysis. Unlike many cells, chondrocytes rely on glycolysis to generate energy,^41^ likely due to their unique extracellular environment. Our results further demonstrated that healthy chondrocytes have the capacity for OXPHOS, but still mainly generate energy through glycolysis. If glycolysis is impaired, chondrocytes may rely on OXPHOS as a compensatory way to generate energy.^23^ Our findings shed light on the metabolic profile of chondrocytes in OA. However, since OA is highly heterogeneous, its exact metabolic regulation needs further study.

Parkin is considered to mediate mitophagy and contribute to mitochondrial quality control by selectively eliminating dysfunctional mitochondria through the PINK1-Parkin mediated mitophagy pathway,^16^ thus considered a regulator of cell energy metabolism and tissue homeostasis. However, GSEA analysis revealed moderate de-enrichment of mitophagy pathway in *Prkn*-KO cartilage yet not statistically significant. It has been reported that besides regulating mitophagy, Parkin could ubiquitinate other proteins such as MFN2 and regulating signaling pathways such as NF-κB, c-Jun, Bcl and cell surface signaling,^42^^,^^43^^,^^44^ indicating that Parkin regulated various cellular biological process beyond mitophagy. Since chondrocytes hold a distinct metabolic profile, the role of Parkin in chondrocytes remains controversial. Though several *in vitro* studies have demonstrated the protective role of PINK1-Parkin on chondrocytes,^45^^,^^46^^,^^47^ *in vivo* animal models revealed that Parkin activation led to cartilage degradation and chondrocyte apoptosis.^48^ Meanwhile, PINK1-deficient mice had decreased cartilage damage and pain behaviors in monosodium iodoacetate (MIA)-induced OA as well.^49^ These controversial findings indicate the uniqueness of chondrocyte metabolism. Since we found that Parkin was decreased among aged mice, we hypothesized that Parkin plays a role in OA progression. *Prkn*-KO chondrocytes revealed an energy metabolic profile similar to that of young chondrocytes. In addition, *Prkn*-KO chondrocytes had a stronger compensatory glycolytic capacity, allowing for adaptability to the low-oxygen environment in cartilage. Though Parkin has been reported having protective role in various diseases, cartilage metabolism regulated by Parkin ablation significantly ameliorated cartilage degeneration in an aging-related OA model in our study. A possible explanation for the contradictory finding is that chondrocytes reside in a low-oxygen environment that mostly rely on glycolysis, which is different from most of other cell type. Parkin KO reprogrammed metabolism of chondrocytes, makes them more adaptable to the unique hypoxic environment. Taken together, our results uncover the diverse and sophisticated regulatory role of Parkin that worth further study.

An increasing number of studies have revealed that Parkin exerts various regulatory roles on the metabolism of various cell types.^20^^,^^25^^,^^26^^,^^27^^,^^50^ Because we found that *Prkn*-KO resulted in a marked change of cellular metabolism in the RNA sequencing data, we performed a metabolomic analysis to identify metabolite changes in *Prkn*-KO chondrocytes to seek out a new therapeutic target. To achieve a consistent communication regarding metabolite identification confidence, we focused on metabolites included in MS^2^ library. There are two candidates that meet our filters, with LLC have higher VIP. LLC is an acylation product of L-carnitine. L-carnitine facilitates fatty acid metabolism and is FDA-approved for the prevention and treatment of carnitine deficiency, whereas acetyl-*l*-carnitine is a food supplement for energy management. Although a spontaneous aging-related OA model is more physiologically relevant to the actual human pathogenesis, due to its variations in severity and onset,^51^ we validated the treatment effect of LLC using a posttraumatic mouse model. However, this metabolite was screened from spontaneous age-related OA cartilage, indicating its potential as a therapeutic candidate for treating OA.

Aside from its metabolic regulatory role, we also demonstrated that LLC reduced cartilage deterioration by inhibiting the NF-κB pathway, one of the most important pathways involved in OA.^52^ NF-κB signaling can be activated by stimuli such as proinflammatory mediators (e.g., TNFα and IL-1β) and mechanical stress. IKK-α/β is activated by IL-1β, further it causes phosphorylation of IκB, which leads to p65 nuclear translocation and induces the expression of degrading enzymes (e.g., MMPs and ADAMTS) and inflammatory mediator (e.g., PGE2 and NOS),^52^^,^^53^ leading to the degradation of articular cartilage. In our study, LLC ameliorated all these changes. Because cartilage has no blood vessels and obtains its nutrients primarily from synovial fluid, drug concentrations in articular cartilage following oral administration are unknown. Thus, the safety and efficacy of IAT of LLC requires further study. Nonetheless, targeting chondrocyte metabolism and the use of LLC for the treatment of OA remain very promising therapeutic approaches. In summary, chondrocytes exhibited an energy metabolism shift from glycolysis to OXPHOS during aging. Ablation of Parkin ameliorated the age-related OA phenotype and increased the contents of LLC, which in turn exhibited a treatment effect on OA. Targeting the metabolomic change during age-related OA represents a promising treatment strategy.

### Limitations of the study

There are several limitations to the work presented here. One major limitation is that the mechanism of how Parkin mediates the metabolic switch in chondrocytes remains unclear. It has been reported that Parkin regulates various metabolic pathway and signaling transduction.^28^^,^^44^^,^^54^As chondrocytes hold a unique metabolic profile, future research may focus on the exact mechanism of Parkin regulating metabolism and mitophagy of chondrocytes. Moreover, as an OA model, our animal experiments were only done in male mice using IAT, which may hinder the generalizability of LLC treatment. Exploring the drug delivery STAR Methods to treat mice of both genders will facilitate subsequent drug development and clinical trials.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit anti-IκBα antibody	Abmart	Cat# T55026; RRID:AB_2937048
rabbit anti-MMP13 antibody	Affinity Biosciences	Cat# AF5355; RRID:AB_2837840
rabbit anti-MMP3 antibody	Affinity Biosciences	Cat# AF0217; RRID:AB_2833347
rabbit anti-ADAMTS5 antibody	Affinity Biosciences	Cat# DF13268; RRID:AB_2846287
rabbit anti-IKK α+β antibody	Affinity Biosciences	Cat# AF6014; RRID:AB_2834948
rabbit anti-phospho-IKKα (Ser176)/IKKβ (Ser177) antibody	Cell Signaling Technology	Cat# 2078; RRID:AB_2079379
rabbit anti-p65 antibody	Cell Signaling Technology	Cat# 8242; RRID:AB_10859369
rabbit anti-Lamin A/C antibody	Cell Signaling Technology	Cat# 2032 (also 2032S); RRID:AB_2136278
rabbit anti-β-actin antibody	Affinity Biosciences	Cat# AF7018; RRID:AB_2839420
goat anti-rabbit IgG (H + L) HRP	Affinity Biosciences	Cat# S0001; RRID:AB_2839429
rabbit anti-KI67 antibody	Affinity Biosciences	Cat# AF0198; RRID:AB_2834152
rabbit anti-Parkin antibody	Affinity Biosciences	Cat# AF0235; RRID:AB_2833410
Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488	Thermo Fisher Scientific	Cat# A-11008; RRID:AB_143165

**Chemicals, peptides, and recombinant proteins**		

2-NBDG	Topscience	T14017
Dimethyl methylene blue	Sigma	931418-92-7
Lauroyl-L-carnitine chloride	MedChemExpress	HY-130321
Collagenase, type II, powder	ThermoFisher	17101015
DMEM, high glucose, with pyruvate, L-glutamine	Meilunbio	MA0212
Trypsin-EDTA (0.05%)	ThermoFisher	25300062
Fetal bovine serum	ThermoFisher	10100147C
Penicillin/streptomycin	Meilunbio	PWL062-1
Recombinant mouse IL-1β	Novoprotein	C042
CelLytic™ M	Sigma	C2978
Protease and phosphatase inhibitor cocktail	Beyotime	P1045

**Deposited data**		

SC-seq data from OA patient	Ji et al.^21^	GEO: GSE104782
Raw and analyzed data (RNA-seq)	This paper	GEO: GSE249509
Raw and analyzed data (RNA-seq)	This paper	GEO: GSE249510
Raw and analyzed data (Metabolom)	This paper	Metabolights: MTBLS9074
Raw and analyzed data (Metabolom)	This paper	Metabolights: MTBLS9079

**Critical commercial assays**		

Seahorse XF Cell Mito Stress test kit	Agilent	103015–100
Seahorse XF glycolytic rate assay kit	Agilent	103344–100
EZ-press RNA purification kit	Ezbioscience	B0004DP
4∗reverse transcription master mix	Eezbioscience	A0010GQ
2∗SYBR green qPCR master mix	Ezbioscience	A0001-R1
BCA protein assay kit	Epizyme	ZJ101
Omni-ECL™ Femto light Chemiluminescence kit	Epizyme	SQ201
Lactate Assay Kit	Elabscience	E-BC-K044-M
ExKine™ nuclear and cytoplasmic protein extraction kit	Abbkine	KTP3001
BeyoClick™ EdU Cell Proliferation Kit with Alexa Fluor 488	Beyotime	C0071S
Lipofectamine 3000	ThermoFisher	L3000015

**Experimental models: Organisms/strains**		

C57BL/6J Prkn-KO	GemPharmatech	RRID: MGI:5577054

**Oligonucleotides**		

Primers for quantitative Real-time PCR, see Table S1	N/A	N/A

**Recombinant DNA**		

pLenti-CMV-MCS-PGK-Puro	Genomeditech	GM-19315
YFP-Parkin-IRES-zeo	Addgene	61728

**Software and algorithms**		

Graphpad Prism	Graphpad	N/A

### Resource availability

#### Lead contact

Requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Junjie Gao ().

#### Materials availability

This study did not generate new unique reagents. All reagents are available from the lead contact under a material transfer agreement with Sixth People’s Hospital, affiliated with Shanghai Jiao Tong University School of Medicine.

#### Data and code availability

All the data and code needed to understand and assess the conclusion of this research are available in the main text, deposited at GEO database and Metabolights database and are publicly available. Accession numbers are listed in the key resources table. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Mouse model

Male mice were obtained at an age of 2-month-old to 18-month-old as indicated. *Prkn*-KO mice were purchased from GemPharmatech (RRID: MGI:5577054). All mice had *ad libitum* access to food and water and were maintained in an SPF facility with a 12 h:12 h light:dark cycle. Littermate of male mice was used for age-related OA model of wildtype and *Prkn*-KO mice. The mouse knee OA model was induced by ACLT. Briefly, after anesthesia with isoflurane inhalation, the anterior cruciate ligament of the right knee was transected, while sham operation was performed without ligament transection. Ten-week-old male mice were randomly assigned to sham and ACLT operated groups. For LLC treatment, mice were given an intra-articular injection of 10μL LLC (300μM) or vehicle using micro syringe. The injection was repeated twice a week for 4 consecutive weeks. Mice were euthanized for tissue harvesting by carbon dioxide asphyxiation 4 weeks after operation.^55^^,^^56^^,^^57^ All experiments were carried out under the guidelines of the Institutional Animal Care and Use Committee (IACUC) at Shanghai Sixth People’s Hospital affiliated to Shanghai Jiao Tong University and were performed with IACUC-approved protocols.

#### Isolation and expansion of mice chondrocytes

Articular chondrocytes were isolated from cartilaginous portion of femoral heads, femoral condyles and tibial plateau of male mice. Cartilage tissue was finely minced and digested with 0.1% collagenase type II (Gibco) in DMEM at 37°C for 60 min followed by 0.05% collagenase type II at 37°C overnight. Single cell suspension was passed through 70μm cell strainer, centrifuged at 400 g for 4 min and resuspended in DMEM supplemented with 10% FBS (Gibco) and 1% PS. Isolated cells were cultured at 37°C, 5% CO_2_. Chondrocytes cultured for no more than passage 1 were used in further experiments. For generation of *Prkn*-OE chondrocytes, the *Prkn*-OE plasmid (pLenti-CMV-YFP-Parkin-Puro) was generated by Genomeditech. In brief, primary articular chondrocytes were transfected with the plasmid using Lipofectamine 3000. Cells were selected with puromycin and were then subjected to downstream experiments.

### Method details

#### Gait analysis

Gait parameters of freely moving mice were measured by a computerized video-based CatWalk gait analysis system. Each mouse experienced three trials. Briefly, a mouse was placed on an elevated glass platform located in a dark room and was allowed to move freely. A light beam below the platform illuminated the surface, which made an image of every footprint and was recorded by a camera. The Visugate software (Shanghai XinRuan Technology) calculated gait parameters for statistical analysis.

#### Western blotting

Proteins were extracted by CelLytic M supplemented with a protease and phosphatase inhibitor cocktail. Protein quantification was measured using a BCA assay kit. Protein bands were detected by conventional protocols for western blotting. For nuclear translocation assay, ExKine nuclear and cytoplasmic protein extraction kit were used to extract nuclear and cytoplasmic protein respectively. The following antibodies were used: rabbit anti-IκBα antibody (1:1,000, Abmart Cat# T55026, RRID:AB_2937048), rabbit anti-MMP13 antibody (1:1,000, Affinity Biosciences Cat# AF5355, RRID:AB_2837840), rabbit anti-MMP3 antibody (1:1,000, Affinity Biosciences Cat# AF0217, RRID:AB_2833347), rabbit anti-ADAMTS5 antibody (1:1,000, Affinity Biosciences Cat# DF13268, RRID:AB_2846287), rabbit anti-IKK α+β antibody (1:1000, Affinity Biosciences Cat# AF6014, RRID:AB_2834948), rabbit anti-phospho-IKKα (Ser176)/IKKβ (Ser177) antibody (1:1000, Cell Signaling Technology Cat# 2078, RRID:AB_2079379), rabbit anti-p65 antibody (1:1,000, Cell Signaling Technology Cat# 8242, RRID:AB_10859369), rabbit anti-Lamin A/C antibody (1:1,000, Cell Signaling Technology Cat# 2032 (also 2032S), RRID:AB_2136278), rabbit anti-β-actin antibody (1:3000, Affinity Biosciences Cat# AF7018, RRID:AB_2839420), rabbit anti-Parkin antibody (1:1000; Affinity Biosciences Cat# AF0235, RRID:AB_2833410) and goat anti-rabbit IgG (H + L) HRP (1:3000, Affinity Biosciences Cat# S0001, RRID:AB_2839429).

#### Glycosaminoglycan (GAG) quantification

For GAG quantification, cells were washed twice with PBS and digested in 0.01% papain at 65°C for 2 h following the addition of dimethyl methylene blue (DMMB) reagent. The metachromatic reaction of GAG with DMMB was monitored spectrophotometrically at 525 nm using a Thermo Varioscan LUX. The total amount of GAG was normalized to the total amount of DNA in the same sample.

#### Glucose uptake and flow cytometry

For glucose uptake assay, cells were cultured with 50 μM 2-NBDG (2-Deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl) amino]-*d*-glucose) (Topscience) for 30 min followed by flow cytometry analysis. Cells were washed in PBS and resuspended in FACS buffer. Flow cytometry was performed on a CytoFLEX Flow Cytometer. Flow cytometric results were analyzed with Cytexpert and Flowjo software. Cells were gated on singlets and live cells.

#### Metabolomics

Samples were resuspended with prechilled 80% methanol. Then, the samples were melted on ice and centrifuged for 30 s. After sonification for 6 min, they were centrifuged and the supernatant was freeze-dried and dissolved in 10% methanol. Finally, the solution was injected into an LC-MS/MS system and UHPLC-MS/MS analyses were performed using a Vanquish UHPLC system (Thermo Fisher, Germany) coupled with an Orbitrap Q Exactive™ HF-X mass spectrometer (Thermo Fisher, Germany) in LCSW (Hangzhou, China). Samples were injected into a Hypesil Gold column (100 × 2.1 mm, 1.9 μm) at a flow rate of 0.2 mL/min. The eluents for the positive polarity mode were eluent A (0.1% FA in water) and eluent B (methanol). The eluents for the negative polarity mode included eluent A (5 mM ammonium acetate, pH 9.0) and eluent B (methanol). A Q Exactive™ HF-X mass spectrometer was operated in positive/negative polarity mode with a spray voltage of 3.5 kV, capillary temperature of 320°C, sheath gas flow rate of 35 psi, an auxiliary gas flow rate of 10 L/min, S-lens RF level of 60, and an auxiliary gas heater temperature of 350°C.

The raw data files generated by UHPLC-MS/MS were processed using Compound Discoverer 3.1 (CD3.1, Thermo Fisher) to perform peak alignment, peak picking, and quantitation for each metabolite. The parameters were set as follows: retention time tolerance, 0.2 min; actual mass tolerance, 5 ppm; signal intensity tolerance, 30%; signal/noise ratio, 3; and minimum intensity. Next, the peak intensities were normalized to the total spectral intensity. The normalized data were used to predict the molecular formula based on additive ions, molecular ion peaks, and fragment ions. The peaks were matched with the mzCloud (https://www.mzcloud.org/), mzVault and MassList databases to obtain accurate qualitative and relative quantitative results. Statistical analyses were performed using the statistical software R (R version R 3.4.3), Python (Python 2.7.6 version), and CentOS (CentOS release 6.6).

The metabolites were annotated using the KEGG database (https://www.genome.jp/kegg/pathway.html), HMDB database (https://hmdb.ca/metabolites), and LIPIDMaps database (http://www.lipidmaps.org/). The metabolites with VIP of >1, *p* < 0.05, and fold change of ≥2 or FC ≤ 0.5, were considered differential metabolites.

#### RNA sequencing and analysis

Total RNA was isolated and purified using TRIzol reagent (Thermo Fisher, 15596018) according to the protocol provided by the manufacturer. The quantity and purity of the RNA was determined using a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA) and a Bioanalyzer 2100 (Agilent, CA, USA), respectively (concentrations >50 ng/μL, RIN value > 7.0, total RNA >1 μg). Next, mRNA with PolyA (polyA) was specifically captured by two rounds of purification using oligo (dT) magnetic beads (Dynabeads Oligo(dT), cat. 25–61005, Thermo Fisher, USA). The captured mRNA was fragmented using a magnesium ion fragmentation kit (NEBNextR Magnesium RNA Fragmentation Module, cat. E6150S, USA) at 94°C for 5–7 min. The fragmented RNA was converted into cDNA by reverse transcriptase (Invitrogen SuperScript II Reverse Transcriptase, cat. 1896649, CA, USA). Using E. coli DNA polymerase I (NEB, cat.m0209, USA) and RNase H (NEB, cat.m0297, USA), these complex duplexes of DNA and RNA were converted into DNA duplexes. A dUTP Solution (Thermo Fisher, cat. R0133, CA, USA) was incorporated into the double-stranded DNA at the same time to blunt the ends of the double-stranded DNA. Then, an A base was added to each of the two ends, so that it could be connected with a linker containing a T base at the end, and the fragment size was screened and purified by magnetic beads. The second strand was digested with UDG enzyme (NEB, cat. m0280, MA, US), pre-denatured at 95°C for 3 min by PCR, and denatured at 98°C for a total of 8 cycles of 15 s each, annealed at 60°C for 15 s, extended at 72°C for 30 s, and finally extended at 72°C for 5 min to generate a library (strand-specific library) with a fragment size of 300 ± 50 bp. Finally, we performed paired-end sequencing using an Illumina Novaseq 6000 (LC BioTechnology CO., Ltd. Hangzhou, China) in PE150 sequencing mode following standard procedures.

#### Quantitative real-time PCR

Total RNA was extracted using the EZ-press RNA Purification Kit PLUS. Complementary DNA was synthesized using 4 × EZscript Reverse Transcription Mix II. PCR was performed in a volume of 10 μL. Complementary DNA (0.2 μL) was added to 2 × Color SYBR green qPCR Master Mix. All reagents used for RT-PCR were purchased from EZBioscience. PCR reactions were done using the QuantStudio 7 Flex real-time PCR System. Primers used in this experiment see Table S1.

#### Seahorse analysis

The cell mitochondria respiration and glycolytic rate of chondrocytes was assessed using the Seahorse Bioscience XF24 Analyzer (Agilent). Cells were seeded at a density of 4 × 10^4^ cells/well. Seahorse measurements were performed in FCS- and bicarbonate-free DMEM (pH 7.4) supplemented with 10 mM glucose, 2 mM glutamine, and 1 mM pyruvate. The mitochondria respiration of cell was evaluated using the Agilent Seahorse XF Cell Mito Stress Test, with sequential addition of 1.5 μM oligomycin, an inhibitor of ATP synthase, 1 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), an uncoupling agent, and 0.5 μM rotenone and antimycin A (Rot/AA) to inhibit complex I and complex III of the respiratory chain, respectively. The glycolytic rate of the cells was evaluated using the Agilent Seahorse XF Glycolytic Rate Test, with sequential additions of 0.5 μM rotenone and antimycin A, and 50 mM 2-deoxy-D-glucose (2-DG), a glucose analog that inhibits glycolysis through competitive binding with glucose hexokinase.

#### Measurement of lactate production

Cells were seeded in a 6-well plate for 24 h. Lactate concentrations in the culture media was measured using the Lactate Assay Kit (Elabscience) according to the manufacturer’s instructions. Lactate measurements was normalized to protein content analyzed by BCA.

#### Histology, immunohistochemistry, and immunofluorescence

Mouse knee joints were fixed in 4% PFA overnight at 4°C, decalcified in 10% EDTA for 1 week, dehydrated in gradient ethanol and embedded in paraffin, cut into 6-μm slices, and mounted onto adhesive slides. For histological analysis, the sections were stained with safranin-O fast green staining or H&E staining, dehydrated in gradient ethanol, rinsed with xylene, and mounted in neutral balsam. Cartilage destruction was graded on safranin-O stained or H&E stained sections by blinded observers using the OARSI histology scoring system^58^ and Mankin scoring system.^59^ For immunohistochemistry and immunofluorescence, sections were permeabilized in 0.1% Triton X-100 in PBS for 15 min at room temperature, epitope retrieval by heat for 10 min and incubated with 3% BSA-PBS for 30 min at room temperature to block nonspecific antibody binding. For immunohistochemistry, the sections were incubated with rabbit anti-MMP13 antibody (1:100; Affinity Biosciences Cat# AF5355, RRID: AB_2837840) or rabbit anti-KI67 antibody (1:100; Affinity Biosciences Cat# AF0198, RRID:AB_2834152) overnight at 4°C, incubated with goat anti-rabbit IgG (H + L) HRP secondary antibody (1:200; Affinity Biosciences Cat# S0001, RRID:AB_2839429) for 1 h at room temperature, followed by 3-3′-Diaminobenzidine (DAB) for 10 min. Digital images were acquired using Leica SP8 microscope software. The morphology of cartilage was examined by another group of experienced histology researchers in a blinded manner. For immunofluorescence, the sections were incubated with rabbit anti-Parkin antibody (1:100; Affinity Biosciences Cat# AF0235, RRID:AB_2833410) overnight at 4°C, incubated with goat anti-rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (1:1000; Thermo Fisher Scientific Cat# A-11008, RRID:AB_143165) and Alexa Fluor 647 Phalloidin for 1 h at room temperature.

### Quantification and statistical analysis

Data are expressed as the mean ± standard deviation with all the statistical details of experiments can be found in the figures. Statistical significance for normally distributed data was determined using Graph Pad Prism using a two-tailed Student’s t test for comparisons of two groups. Statistical significance was set at *p* < 0.05. All experiments described in this study were performed on independent samples.

# Supplementary material for: Targeting Parkin-regulated metabolomic change in cartilage in the treatment of osteoarthritis
**Source:** iScience. 2024 Jul 27;27(9):110597. doi: 10.1016/j.isci.2024.110597
**Supplement:** Document S1. Figures S1–S5 and Table S1

## **Supplemental information**

### **Targeting Parkin-regulated metabolomic change in cartilage in the treatment of osteoarthritis**

**Yiyang Ma, Yidan Pang, Ruomu Cao, Zhikai Zheng, Kaiwen Zheng, Yucheng Tian, Xiaoyuan Peng, Delin Liu, Dajiang Du, Lin Du, Zhigang Zhong, Lufeng Yao, Changqing Zhang, and Junjie Gao**

**Table S1. Primers for quantitative Real-time PCR, Related to STAR Methods**

| Genes          | Forward(5'-3')                | Reverse(3'-5')                |
|----------------|-------------------------------|-------------------------------|
| <i>Gapdh</i>   | CTGGAGAAACCTGCCAAGTATG        | GGTGGAGAATGGGAGTTGCT          |
| <i>Col2a1</i>  | ACGCTCAAGTCGCTGAACAACC        | CCAGTAGTCTCCGCTCTTCCA         |
| <i>Sox9</i>    | CGCACATCAAGACGGAGCAA          | GTAGGTGAAGGTGGAGTAGAGCC       |
| <i>Acan</i>    | ATGAGTGGCAGTGGAGATTC          | AGACCCTAACCCCTCTTCTTC         |
| <i>Actb</i>    | CCTCTATGCCAACACAGT            | AGCCACCAATCCACACAG            |
| <i>Ptgs2</i>   | GTACCGCAAACGCTTCTCC           | TTGAGGAGAACAGATGGGATTT        |
| <i>Cxcl2</i>   | GCCCAGACAGAAGTCATAGCCA        | CAGTTAGCCTTGCCCTTTGTTCA       |
| <i>Mmp3</i>    | GGCATCCTGTGTTTTAACTGA         | CCATAGCTCCTGTTTGGTTCT         |
| <i>Mmp13</i>   | AAGACTGTGCGAACTGGACAG         | CACTAAGGAAAGCAGGGAAGG         |
| <i>Adamts5</i> | CTTCAATCCTTACCAGCATCG         | TTACCATGACCATCATCCAGG         |
| <i>Il6</i>     | TACCACTTCACAAGTCGGAGGC        | CTGCAAGTGCATCATCGTTGTTC       |
| <i>Cxcl1</i>   | GGCTGGGATTCACCTCAAGAACA<br>TC | TGAGTGTGGCTATGACTTCGGTTT<br>G |
| <i>Prkn</i>    | AAGGAGCTTCCGAATCACCTGAC       | CATGACTTCTCCTCCGTGGTCTCT      |
| <i>Ndufb3</i>  | GACGCCATTAGAAACGGTG           | TCTCCAAGCCTCATTGCGAG          |
| <i>Uqcrc1</i>  | CCAGTGAGAACGTCAGGAGG          | TGCTCAAGTGTTTCTGGGCA          |

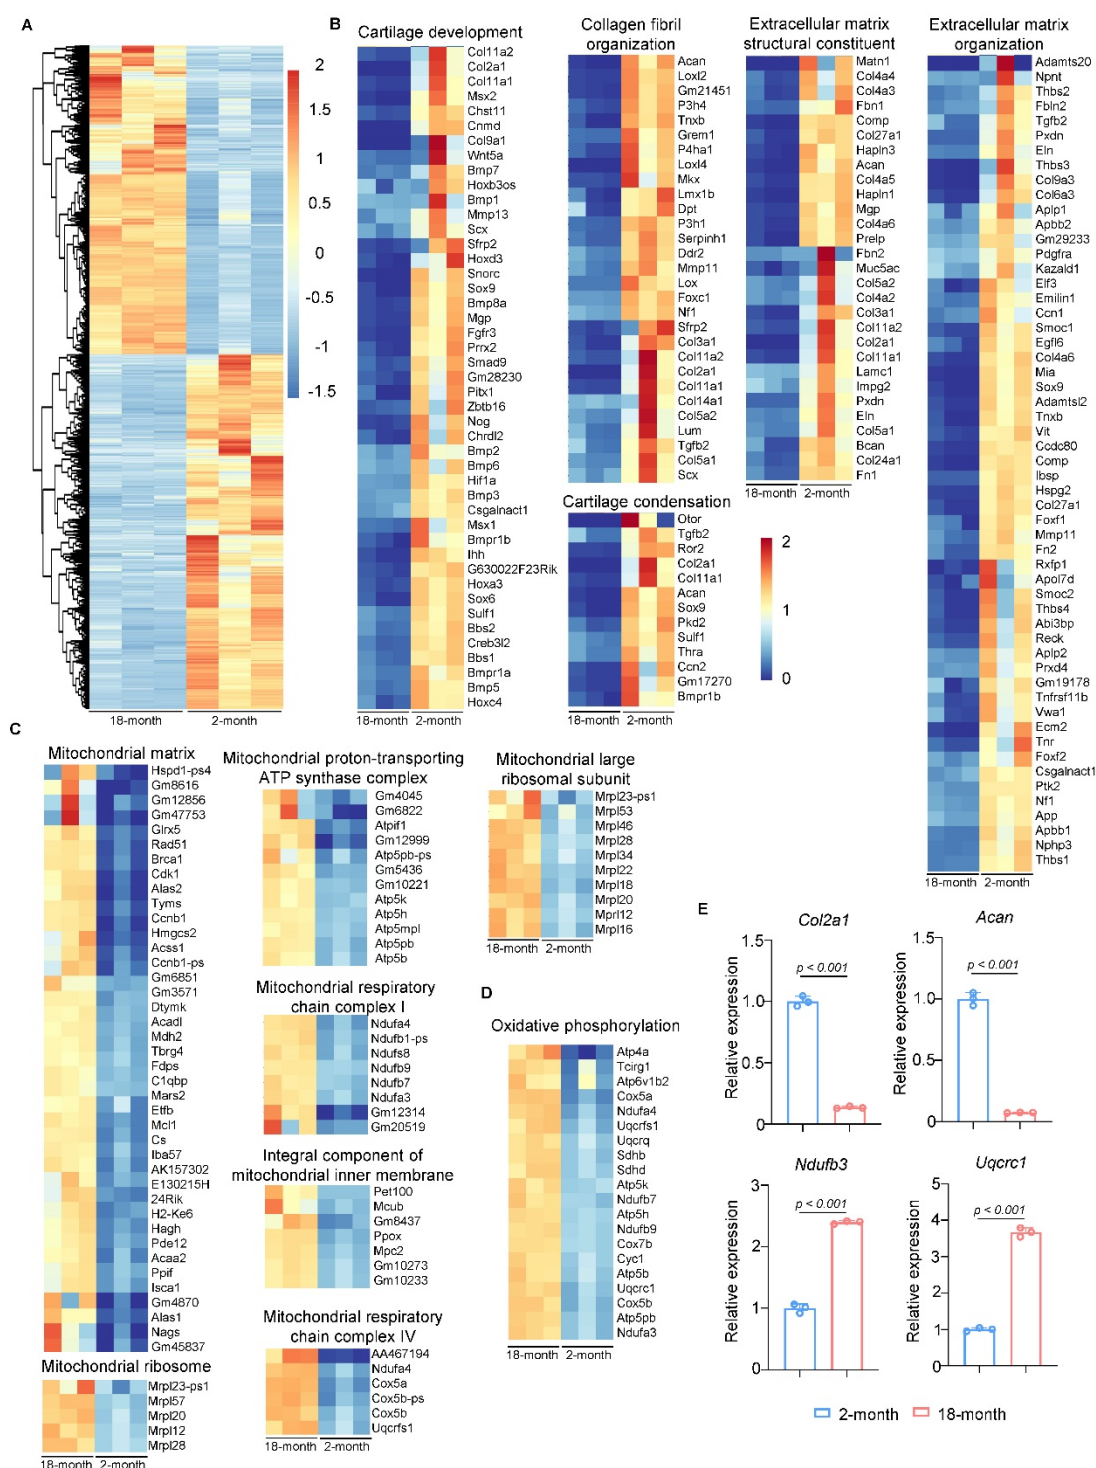

**Figure S1. RNA-seq results of articular cartilage from 2-month and 18-month mice, Related to Figure 1**

(A) Heatmap of RNA sequencing of cartilage from 2-month and 18-month mice. 

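Fig. S1A sets the libraries side by side gene by gene. In the deposited counts, 13984 of the 20397 tested genes (68.6%) had no overlap between the 3 young and the 3 aged libraries, where chance gives 10%. Pearson's correlation of log2 counts scaled by library size across genes, which are not independent replicates, was 0.967 to 0.980 between 18-month libraries. Between 2-month libraries it was 0.879 for replicates 1 and 2, 0.916 for replicates 2 and 3 and 0.968 for replicates 1 and 3. Between libraries of different age it was 0.658 to 0.862. The highest of these values belongs to 2-month replicate 2 and 18-month replicate 1.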

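The genes drawn in the heatmaps of Fig. S1B and Fig. S1D were chosen by the study on these libraries, so their direction is not independent evidence. Among the genes shown for cartilage development, all 45 had a negative log2 fold change, with a median of −3.34. Of them 42 were called lower, and 44 when adjusted over the list alone. The median was −4.13 for the genes shown for cartilage condensation (11 of 11 tested called lower), −3.01 for collagen fibril organization (27 of 29) and −3.35 for extracellular matrix structural constituents (27 of 29). The 20 genes shown for oxidative phosphorylation were all higher, with a median of 1.07, and 11 were called, or 12 when adjusted over the list alone. Their smallest log2 fold change was 0.94 and their largest 3.15. Most abundant among them was Atp5b (ENSMUSG00000025393), whose FPKM was 72.3 ± 16.6 (SD, n = 3) in young and 150.8 ± 11.4 (SD, n = 3) in aged cartilage. The medians kept their signs under TPM rescaling and quantile normalization, where oxidative phosphorylation was lowest at 0.72 with TPM. With a pseudocount of 1 in limma the median was −1.61 for cartilage development and −2.30 for cartilage condensation. The genes of Fig. S1C were not analysed here as a list.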

(B-D) Heatmap of GSEA-GO analysis related to (B) cartilage formation, (C) mitochondrial component and (D) oxidative phosphorylation of cartilage from 2-month and 18-month mice. (E) mRNA level of gene related to cartilage formation and mitochondrial component of cartilage from 2-month and 18-month mice (n = 3). Statistical analysis was performed by two-tailed Student's t-test for comparisons of two groups.

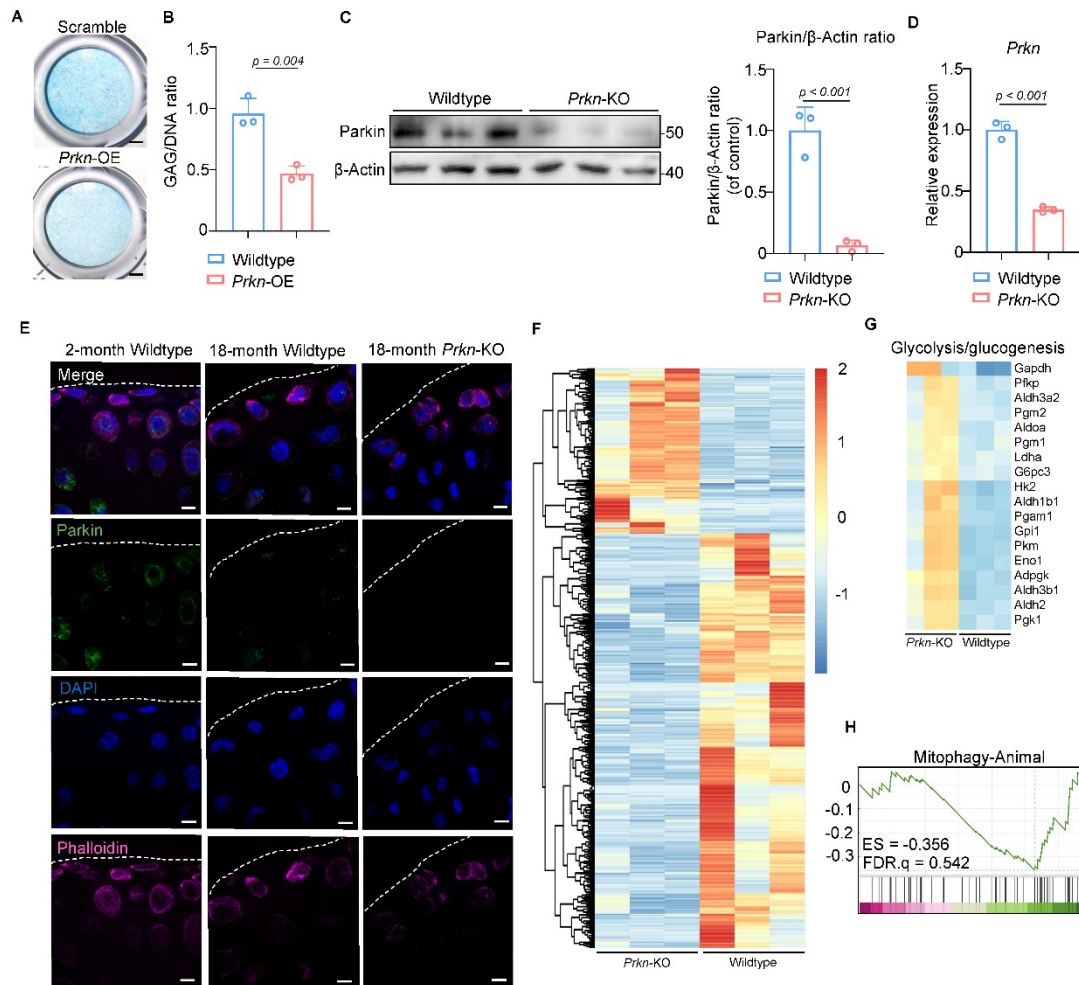

**Figure S2. Validation and RNA-seq results of articular cartilage from *Prkn*-KO mice, Related to Figure 2**

(A) Alcian blue staining and (B) quantitative results of *Prkn*-OE chondrocytes ( $n = 3$ ). Scale bar: 1 mm. (C) Western blot analysis of protein expression and quantitative results of Parkin in articular cartilage from wildtype and *Prkn*-KO mice ( $n = 3$ ). (D) mRNA level of *Prkn* of cartilage from 18-month wildtype and *Prkn*-KO mice ( $n = 3$ ). (E) A representative image of immunofluorescence staining of Parkin of knee joint section from 2-month wildtype, 18-month wildtype and 18-month *Prkn*-KO mice. Scale bar: 10 $\mu$ m. (F) Heatmap of RNA sequencing of cartilage from 18-month wildtype and *Prkn*-KO mice. (G) Heatmap of GSEA-GO analysis related to glycolysis/glucogenesis of cartilage from 18-month wildtype and *Prkn*-KO mice. (H) GSEA analysis showing de-enrichment of mitophagy-animal pathways. Statistical analysis was performed by two-tailed Student's t-test for comparisons of two groups.

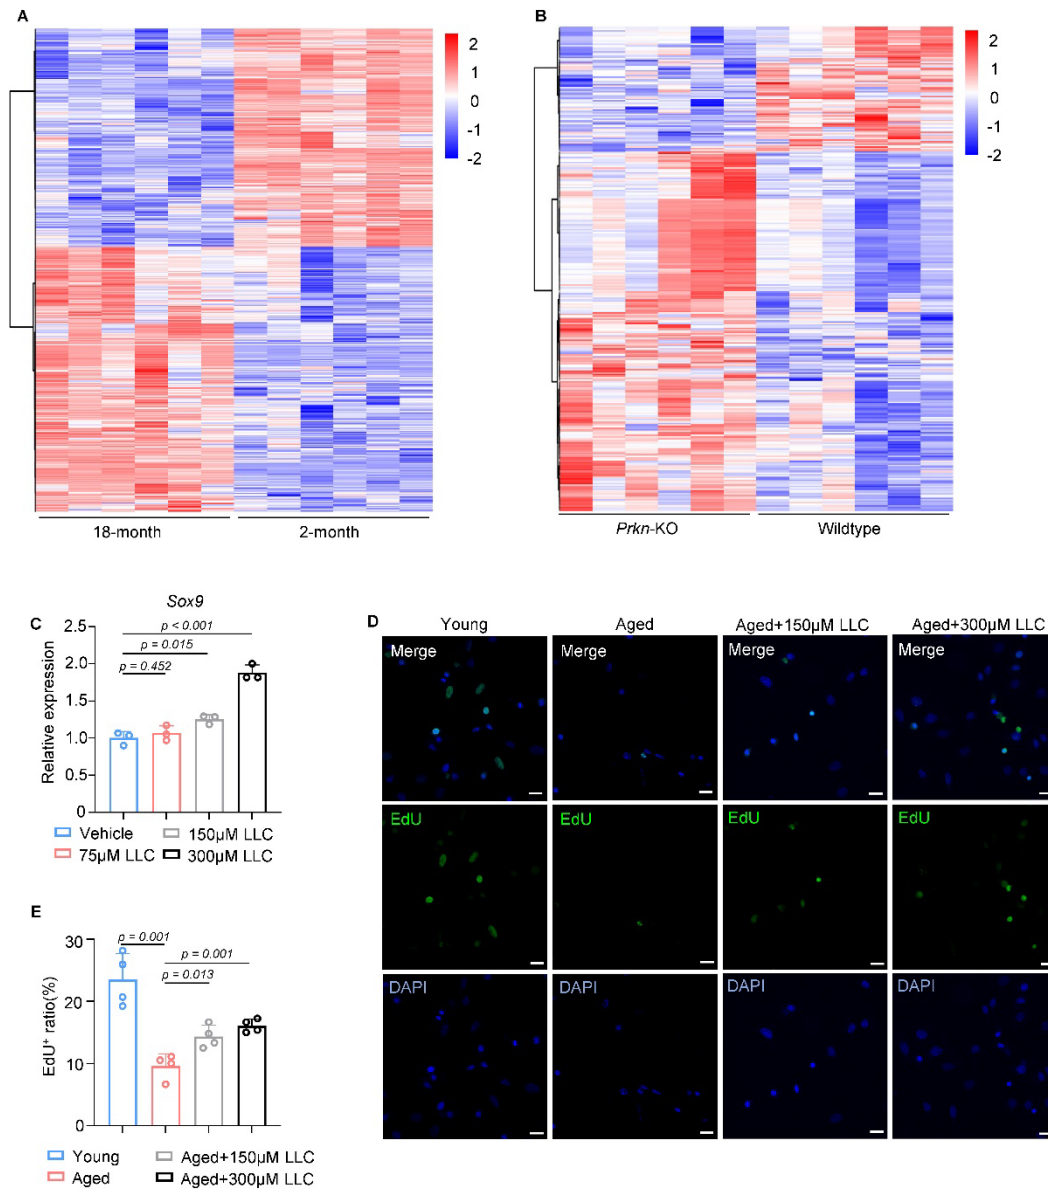

**Figure S3. Parkin-regulated LLC improved aging-related OA phenotype in chondrocytes, Related to Figure 4**

(A-B) Heatmap of metabolomics of cartilage from (A) 2-month and 18-month mice and (B) wildtype and *Prkn*-KO mice. (C) mRNA level of *Sox9* of aged chondrocytes treated with LLC (n = 3). (D) EdU staining of chondrocytes treated with LLC and (E) quantitative results (n = 4). Scale bar: 20μm. Statistical analysis was performed by two-tailed Student's t-test for comparisons of two groups.

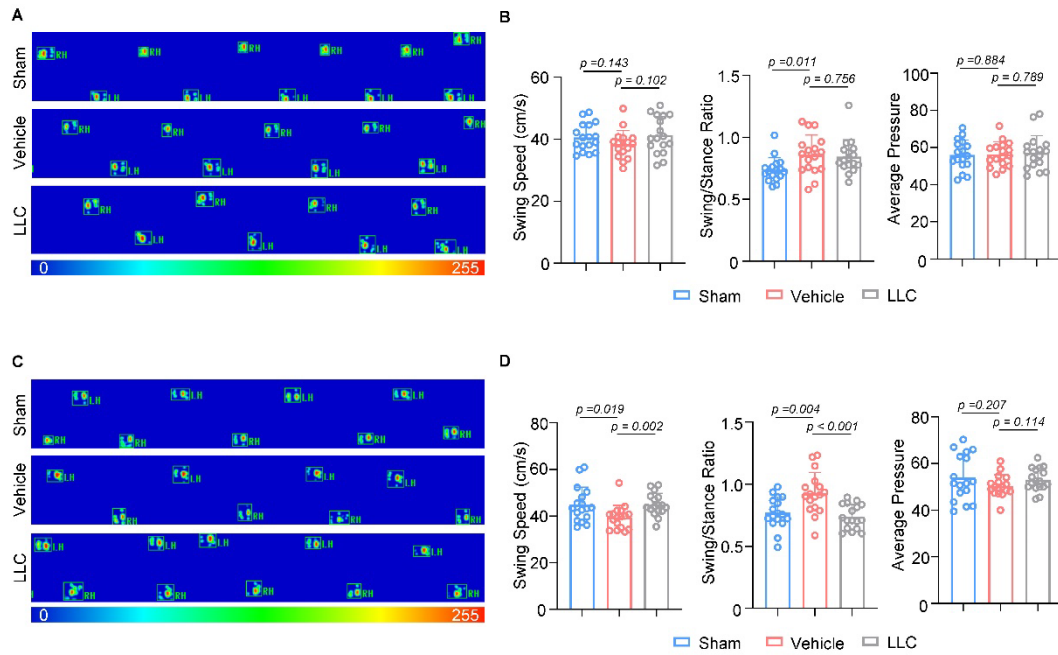

**Figure S4. Intraarticular treatment of LLC ameliorates OA progression in vivo, Related to Figure 5**

(A) Footprint pressure diagram and (B) quantitative results of swing speed, swing/stance ratio and average pressure of the operated hind limb treated with LLC for 1-week ( $n = 17$ ). (C) Footprint pressure diagram and (D) quantitative results of swing speed, swing/stance ratio and average pressure of the operated hind limb treated with LLC for 2-week ( $n = 17$ ). Statistical analysis was performed by two-tailed Student's t-test for comparisons of two groups.

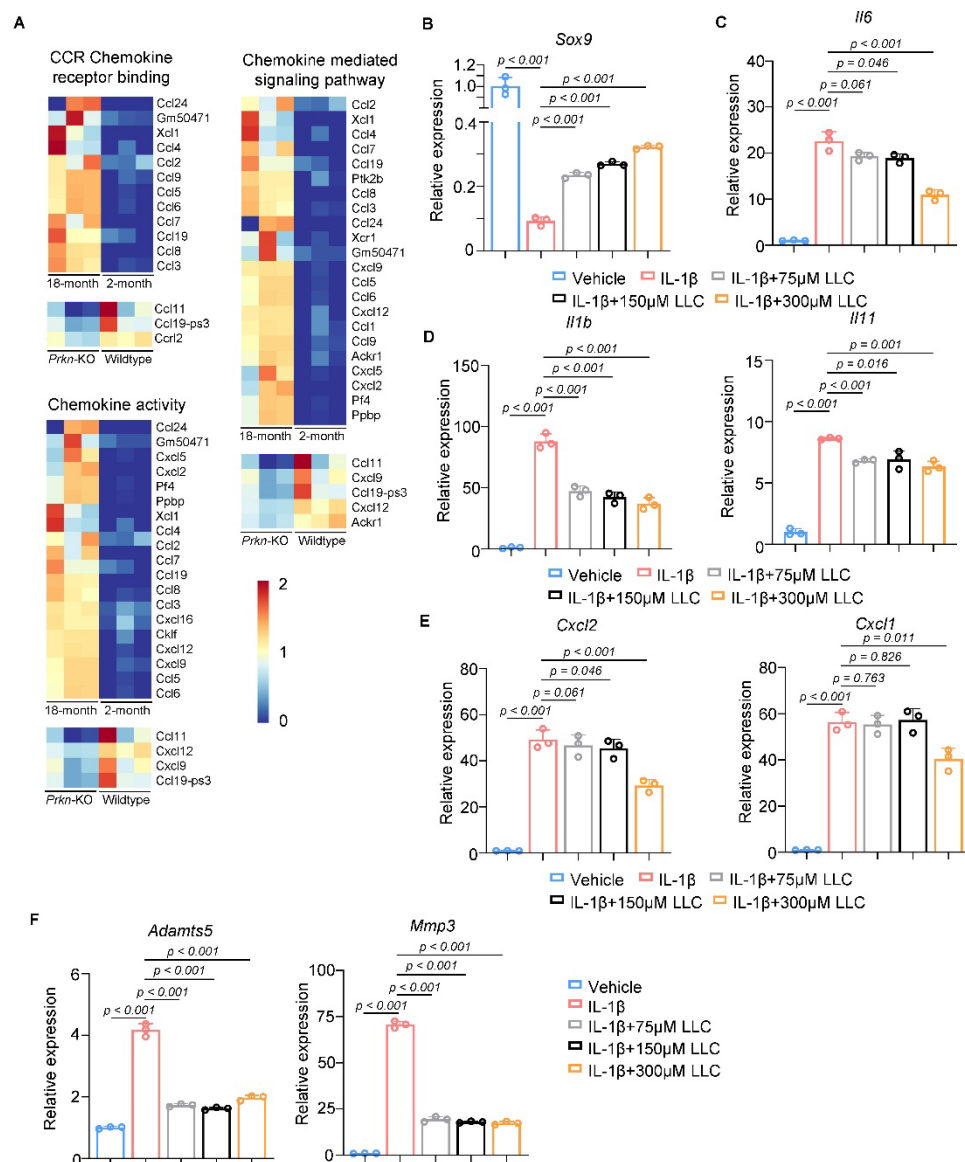

**Figure S5. LLC inhibited NF- $\kappa$ B pathway and alleviated cartilage deterioration, Related to Figure 6**

(A) Heatmap of GSEA-GO analysis related to chemokine activity of cartilage from 18-month wildtype and *Prkn*-KO mice. (B-F) mRNA level of genes associated with (B) cartilage matrix, (C, D) pro-inflammatory cytokines, (E) chemokine ligand and (F) matrix degrading enzymes of chondrocytes treated with LLC (n = 3). Statistical analysis was performed by two-tailed Student's t-test for comparisons of two groups.

How the deposited data were processed for this re-analysis (not part of the article)

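RNA sequencing of articular cartilage was analysed in 3 libraries from mice aged 2 months and 3 from mice aged 18 months, with each library kept as its own sample. The authors' methods describe poly(A)-selected, strand-specific libraries sequenced from both ends. The authors deposited whole-number counts per gene and library without normalization, and FPKM values, which are scaled by transcript length and by the fragments of the library. The aligner, the counting program and the annotation are not named in the paper's text, and the gene lengths behind the FPKM values are not in the table. All 6 libraries were used, and 0 columns with values per library were left out. Positions were compared with GENCODE M21. The libraries held between 48171507 and 59085179 counts.

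Genes were tested in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr and the quasi-likelihood test on the deposited counts, without a replicate block. P-values were adjusted by the Benjamini-Hochberg method over the 20397 genes tested. The standard error of a log2 fold change was taken as the log2 fold change divided by the square root of the F statistic. Gene sets were taken from the Gene Ontology and KEGG columns of the deposited table, in which 25029 genes have a Gene Ontology term and 5171 a KEGG pathway. Sets of 10 to 500 tested genes were tested with fgsea 1.28.0, and sets named in the paper or listed by hand from 5 genes. The design had named the moderated t as the ranking, and the signed square root of F took its place because edgeR was used. Camera with a preset correlation of 0.01, camera with an estimated correlation and fry were run with limma 3.58.1. KEGG pathways were tested with a one-sided Fisher's exact test. Cell types were described by 14 lists of marker genes, for chondrocytes, erythroid cells, neutrophils, megakaryocytes, monocytes and macrophages, B lymphocytes, T and NK lymphocytes, proliferation, skeletal muscle, osteoblasts and osteocytes, osteoclasts, adipocytes, endothelial cells, and synovial and tendon fibroblasts, each tested with fry. A group in which every library had at most 3 counts of a gene was taken as at the floor, and fold changes against it are lower bounds.

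The alternatives were limma with trend on log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, pseudocounts of 1 and 0.01, rescaling to TPM, quantile normalization and limma without trend, all on that limma fit. Others were no filter, a mean FPKM of at least 1, median-of-ratios size factors, scaling without the 100 most abundant genes, a replicate block, DESeq2 1.42.0 and leaving out each library in turn. The size factors and the scaling without abundant genes had been planned for FPKM and were run on counts in edgeR. A test against a fold change of 2 used edgeR's glmTreat in place of limma's treat. DESeq2 was run for genes only. Summing 18-month replicates 2 and 3, scaling by total counts alone, the KEGG members of glycolysis and limma for gene sets, pathways and marker lists were added after seeing the data. Spread between fits that left out 1 library each was turned into a jackknife error for comparison with the paper's values.

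Genes are named by a rule set in advance. It covers the genes that the paper names for cartilage, the 5 largest rises and 5 largest falls among called genes with a mean FPKM of at least 1 and no overlap between the ages, the 3 highest-ranked genes of each set, and the most abundant gene of each list. Genes whose symbols are Gm numbers or contain Rik were left out of the largest rises and falls. Genes on the sex chromosomes, precursor genes of the marrow, Gapdh and Actb were chosen after values had been seen.

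The tests were run on simulated data with known changes. With effects of 2, 3 and 4 on the log2 scale edgeR recovered 97 of 195 changed genes with 2 false calls, limma 98 of 200 with 5 and DESeq2 165 of 200 with 131. Smaller effects had been simulated before and gave no edgeR calls, so the effects were raised. Tables were handled with data.table 1.17.8, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Knockout cartilage, cultured cells, quantitative PCR and metabolite measurements were not analysed here, and 1 result set in the design is not reported here.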

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

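The marrow and blood test, both tests of precursor genes and the comparison of cell types were chosen only after the result was seen. The same holds for both sex tests. The marker lists were set before the data were examined. So were the alternatives, except limma for marker lists, summed replicates and scaling by total counts.

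Marker genes of blood and marrow cells, which the paper does not discuss, were higher in the 18-month libraries. The median log2 fold change was 3.74 for erythroid, 5.00 for neutrophil, 5.98 for megakaryocyte, 3.29 for monocyte and macrophage, 4.96 for T and NK lymphocyte and 3.28 for proliferation markers (fry with Benjamini-Hochberg adjustment over 14 lists, adjusted p = 0.022, 0.022, 0.0058, 0.022, 0.021 and 0.021). No overlap between the ages was seen for 12 of 12 erythroid, 14 of 14 neutrophil, 10 of 10 megakaryocyte, 10 of 11 monocyte, 9 of 10 T and NK lymphocyte and 14 of 14 proliferation markers, where chance gives 10%. Across the 6 fits without 1 library, the fry call was lost in 5 for erythroid and neutrophil markers and in 4 for monocyte, T and NK lymphocyte and proliferation markers, with adjusted p-values up to 0.086, and megakaryocyte markers stayed past the threshold in each. As single genes, 0 neutrophil markers were called and 2 had an unadjusted p-value below 0.05. The 2-month replicate 2 lay far above the other young libraries, and without it the neutrophil median was 10.23 and the erythroid median 7.63. S100a9 rose from 516 to 18697 FPKM, Hbb-bs from 1025 to 14113, Lyz2 from 200.1 to 3987, Ppbp from 8.83 to 839.8, Nkg7 from 2.40 to 87.9 and Pcna from 25.4 to 148. In young cartilage a mean FPKM of at least 1 was reached by 12 erythroid, 14 neutrophil, 3 megakaryocyte, 10 monocyte, 1 T and NK lymphocyte and 14 proliferation markers. The lists share 0 genes. Ppbp and Ccl5 are also among the chemokines that the study shows.

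The other lists moved differently. Chondrocyte markers had a median of −6.78 (16 of 16 called lower) and skeletal muscle markers one of −4.80, or −4.67 with genes at the floor set to their bounds, and the fry call of the latter was lost in 4 of the 6 fits without 1 library. The medians were 0.70 for B lymphocyte, 1.35 for adipocyte, 0.63 for endothelial, 0.09 for osteoclast, −0.71 for osteoblast and osteocyte and −1.36 for synovial and tendon fibroblast markers, and none of these 6 lists was past the threshold in fry with edgeR and all libraries. B lymphocyte (5.52, adjusted p = 0.00029), adipocyte (3.07, adjusted p = 0.0015) and endothelial markers (2.80, adjusted p = 0.0060) were past it without 2-month replicate 2, where the medians of osteoclast (1.86) and osteoblast markers (1.07) also moved up. In the 6 limma fits osteoblast markers had fry adjusted p-values of 0.012 to 0.030, with medians from −0.35 to 0.089. Of the osteoclast markers, 0 were called and 0 had an unadjusted p-value below 0.05. A lower share of chondrocyte RNA as the whole cause, with the other tissues in fixed proportions, would raise the other lists alike. Their medians spanned 10.8, from −4.80 to 5.98, which argues against that narrow case. A change in the mix of tissues sampled would not raise the lists alike, so the range cannot decide on it. RNA of marrow or blood cells in the tissue sampled may have contributed. Of 48 erythroid, neutrophil, B lymphocyte and megakaryocyte markers, 27.1% were past the threshold upwards, which decides neither way because the young libraries spread widely. Circulating blood alone would bring few marrow precursors. Of 4 granulocyte precursor genes (Elane, Mpo, Prtn3 and Ctsg), each had at least 8.26 times as much FPKM in the lowest 18-month library as in the highest 2-month library. Elane had 0.124, 59.3 and 0 FPKM at 2 months and a mean of 635 at 18 months, and Mpo a mean of 442. This argues against circulating blood alone behind the neutrophil markers. Of 3 lymphocyte precursor genes, 0 were past the threshold and 0 had an unadjusted p-value below 0.05, and their median log2 fold change was 0.60. Blood and marrow cannot be told apart for the lymphocyte markers, since 2-month replicate 2 had more of these 3 genes than any 18-month library. A change of the cells in cartilage with age stays open and was not tested.

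Transcripts of the sex chromosomes, which the paper does not analyse, split the libraries by age. Xist had 88239, 102417 and 101615 counts at 2 months and 11, 27 and 30 at 18 months. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y summed to 33 to 59 counts in the 2-month libraries and to at least 12777 in the 18-month libraries. Had the young libraries come from male mice, their sum would be near 12777, and the largest was 59. The sex of the mice may therefore contribute to any difference between the ages. Libraries of both patterns were found in 0 age groups, so sex and age cannot be told apart in these libraries.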

How the results depend on the processing

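Summing 18-month replicates 2 and 3, scaling by total counts, the KEGG members of glycolysis and limma for sets, pathways and marker lists were tried only after results were seen. The cause of a change below was not tested unless one is given. Of 61 results, 61 kept their direction and side of the threshold with median-of-ratios size factors and 61 with scaling that left out the 100 most abundant genes, and 60 did with total counts. Of 26 results tested with DESeq2, 24 did and 2 became stronger. For the 25 genes named singly, 130 of 150 comparisons without 1 library were unchanged in this sense, 18 were weaker, 2 stronger and 0 reversed. Of their 344 other comparisons 316 were unchanged, 14 weaker and 14 stronger.

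The test against a fold change of 2 called 4033 genes, 1366 higher and 2667 lower, which follows from its stricter hypothesis. An adjusted p-value alone gave 4769 higher genes, since the limit on fold change was dropped. A pseudocount of 1 gave 2217 lower genes. Across the fits without 1 library, from 2095 to 5007 genes were higher, the most without 2-month replicate 2. Deviations of libraries with the same replicate number correlated across genes at 0.034, 0.044 and −0.024, so the numbers do not pair the libraries.

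With the signal-to-noise ranking these scores kept their sign and were not past the threshold: cartilage condensation −1.68, cartilage development −2.28, extracellular matrix organization −2.16, collagen fibril organization −2.18, extracellular matrix structural constituent −2.07, inner membrane 1.65, large ribosomal subunit 2.04, matrix 1.38, complex I 2.13, complex IV 2.12, mitochondrial ribosome 1.95 and chemokine activity 1.803. Camera with an estimated correlation gave an adjusted p-value of 0.75 for all 5 cartilage sets, for 7 mitochondrial sets (all but complex assembly) and for chemokine activity, and 0.603 for oxidative phosphorylation. Camera with the preset correlation gave 0.0909 for the inner membrane, 0.0675 for the matrix, 0.0635 for complex IV and 0.0793 for the mitochondrial ribosome. In limma fits the inner membrane was not past the threshold on log2(FPKM + 0.1) (1.67), with a pseudocount of 1 (1.64), TPM (0.92), quantile normalization (1.44) or without trend (1.56), nor were edgeR's scores without pseudogenes (1.75) or ranked by log2 fold change (1.18). The matrix was not past it with quantile normalization (1.27), without trend (1.38), at a mean FPKM of at least 1 (1.38) or ranked by log2 fold change (1.14), and reversed with TPM (−0.53). TPM also left the large ribosomal subunit (1.16), complex I (1.15), complex IV (1.46) and the mitochondrial ribosome (1.03) short of it, and quantile normalization complex IV (1.36) and the mitochondrial ribosome (1.53). Ranked by log2 fold change, the large ribosomal subunit (1.54), ATP synthase (1.71), complex I (1.32) and the mitochondrial ribosome (1.37) were short of it and complex IV reversed (−0.83). Complex assembly reversed with TPM (−0.73), quantile normalization (−0.81) and that ranking (−0.64). Across the fits without 1 library the scores ran from −1.999 to −1.72 for cartilage condensation, 1.46 to 1.98 for the inner membrane, 1.38 to 1.61 for the matrix, 1.64 to 2.44 for complex IV and 1.42 to 2.27 for the mitochondrial ribosome, each lowest in size without 2-month replicate 2.

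Chemokine activity was not past the threshold at a mean FPKM of at least 1 (1.74) or with a block (1.62). CCR receptor binding became past it with limma (1.92), pseudocounts of 1 (1.84) and 0.01 (1.75), TPM (2.19), quantile normalization (1.93), no trend (2.06), no filter (1.68), ranking by log2 fold change (1.97), camera with the preset correlation (adjusted p = 0.0158) and fry (adjusted p = 0.0021). The chemokine-mediated pathway did with limma (1.74), a pseudocount of 1 (1.83), TPM (1.91), quantile normalization (1.87), no trend (1.83), ranking by log2 fold change (2.22), camera with the preset correlation (adjusted p = 0.0085) and fry (adjusted p = 0.0021). Over the fgsea alternatives with all libraries the adjusted p-value ran from 0.0022 to 0.354 for CCR receptor binding and from 7.1e-05 to 0.763 for the pathway. Without 1 library the scores ran from 1.34 to 2.02 and from 1.24 to 1.75, the highest without 2-month replicate 1. Glycolysis became past the threshold with quantile normalization (−1.63), no filter (−1.53), a block (−1.52) and ranking by log2 fold change (−1.50). It also did with camera at the preset correlation (adjusted p = 0.030) and without 2-month replicate 2 (−1.87, fgsea adjusted p = 0.0037). Without 1 library its score ran from −1.87 to −1.16. With the KEGG members it reversed (1.20), a different list of genes.

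The share of called genes in Metabolic pathways fell below the background with limma (44.2%), pseudocounts of 1 (33.0%) and 0.01 (43.8%), TPM (43.0%), quantile normalization (42.0%) and no trend (44.0%). Without 1 library it ran from 32.6% to 47.7%, and was below the background only without 2-month replicate 2 (47.7%).

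Of the marker lists, erythroid, neutrophil and monocyte markers kept their direction and were not past the threshold with a pseudocount of 0.01 (6.01, 8.53 and 4.10), TPM (5.38, 8.09 and 3.64), quantile normalization (4.88, 7.85 and 3.66), a block (6.20, 8.99 and 3.92) and replicates 2 and 3 summed (3.70, 5.04 and 3.30). The same held for T and NK lymphocyte (5.53 with a block, 5.02 summed), proliferation (3.95 with TPM, 4.42 with a block, 3.30 summed) and skeletal muscle markers (−4.89 with a block, −5.30 summed). Osteoblast markers reversed with limma (0.0877), pseudocounts of 1 (0.0797) and 0.01 (0.0885), no trend (0.0877) and a block (0.0335), and became past it with TPM (−0.35) and quantile normalization (−0.30). In the limma fits where they reversed, the fry adjusted p-value was 0.016 to 0.024. Osteoclast markers reversed at a mean FPKM of at least 1 (−0.27). Without 1 library the medians ran from 3.18 to 7.63 for erythroid, 4.42 to 10.23 for neutrophil, 2.77 to 4.31 for monocyte, 4.45 to 6.39 for T and NK lymphocyte, 2.82 to 5.43 for proliferation and −5.94 to −4.19 for skeletal muscle markers. In these 6 fits erythroid and neutrophil markers were past the threshold in 1, without 2-month replicate 2, and monocyte, T and NK lymphocyte, proliferation and skeletal muscle markers in 2, without 2-month replicate 1 or 2 (highest adjusted p-value 0.086). They ran from 0.12 to 5.52 for B lymphocyte, 0.63 to 3.07 for adipocyte, 0.10 to 2.80 for endothelial and −0.91 to 1.07 for osteoblast markers, the highest each time without 2-month replicate 2, where B lymphocyte, adipocyte and endothelial markers became past the threshold (adjusted p = 0.00029, 0.0015 and 0.0060). Osteoclast markers ran from −0.45 (without 2-month replicate 1) to 1.86 and were −0.20 without 2-month replicate 3. Chondrocyte and megakaryocyte markers stayed past the threshold in every alternative run.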

Differences from the paper's values

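Limma for gene sets, summed replicates and total counts were chosen only after results were seen, and the other alternatives were set before the data were examined. The error for each comparison was a jackknife error over the fits without 1 library. A count was taken as different when it lay outside both the error and a factor of 1.5, and an NES, which has a sign, when it lay outside the error or had the other sign.

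The paper's count of upregulated genes is 5530, and 3047 were called here. Of the alternatives set before the data were examined, the difference was within the error or a factor of 1.5 with limma on log2(FPKM + 0.1) (4365), a pseudocount of 0.01 (4266), quantile normalization (3836), limma without trend (4366), median-of-ratios size factors (3261), DESeq2 (3989), an adjusted p-value alone (4769) and without 2-month replicate 2 (5007). It was not with a pseudocount of 1, TPM, no filter, a mean FPKM of at least 1, scaling without the 100 most abundant genes, a replicate block, a test against a fold change of 2 or any other library left out. No setting with both limits reached 5530. With an adjusted p-value alone, a combination chosen after seeing the values, 5530 was exceeded with limma on log2(FPKM + 0.1) (6325), a pseudocount of 1 (6370) or 0.01 (6142), limma without trend (6060), DESeq2 (6102) and without 2-month replicate 2 (6879).

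For oxidative phosphorylation the paper's NES is 2.18 and the value here 2.91. The difference was within the error with a pseudocount of 1 (2.51), TPM (1.64), quantile normalization (2.01), limma without trend (2.45), a mean FPKM of at least 1 (2.73), size factors (2.81), a block (2.71), either other ranking (1.49 by log2 fold change and 2.58 by signal-to-noise) and each library left out except 18-month replicate 2. It was not with a pseudocount of 0.01, no filter, scaling without abundant genes, without pseudogenes or without 18-month replicate 2. Limma on log2(FPKM + 0.1), chosen after seeing the values, gave 2.72. For the mitochondrial ribosome the paper's NES is 1.52 and the value here 2.16. Quantile normalization gave 1.53. The difference was also within the error with both other pseudocounts, TPM, limma without trend, no filter, a mean FPKM of at least 1, size factors, a block, either other ranking, and without 2-month replicate 2, 2-month replicate 3 or 18-month replicate 1. It was not with scaling without abundant genes, without pseudogenes or without any of the other 3 libraries. Limma on log2(FPKM + 0.1), chosen after seeing the values, gave 1.91.

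For the ATP synthase complex the paper's NES is about 1.8 in Fig. 1D, read by eye, and the value here 2.58. It was 1.81 with TPM, and the difference was within the error also with both other pseudocounts, quantile normalization (1.89), limma without trend, no filter, ranking by log2 fold change (1.71) and without 2-month replicate 2 (1.84). It was not with the other alternatives set before the data were examined. Limma on log2(FPKM + 0.1), chosen after seeing the values, gave 2.16. For complex assembly the paper's NES is about 1.8 in Fig. 1D, read by eye, and the value here 0.89. Only the signal-to-noise ranking (1.43) brought the difference within the error. For complex IV the paper's NES is about 1.6 in Fig. 1D, read by eye, and the value here 2.34. Without 2-month replicate 2 it was 1.64, and the difference was within the error also with a pseudocount of 1, TPM (1.46), quantile normalization (1.36), limma without trend (1.83), no filter, a block, the signal-to-noise ranking and without 2-month replicate 3 or 18-month replicate 1. It was not with the other alternatives set before the data were examined. Limma on log2(FPKM + 0.1), chosen after seeing the values, gave 2.13.

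The paper states that metabolic pathways were strongly enriched in KEGG. Metabolic pathways ranked 57 of 313 here (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.684, range over alternatives with all libraries 0.120 to 1). No setting called Metabolic pathways. Of its genes 40.2% were called, and the share in Fig. 4A is about 40%, so the share did not differ from the paper's. The paper's text names neither the test nor the background of its enrichment. The paper states that all 3 chemokine sets were upregulated with age. CCR receptor binding (NES 1.66) and the signaling pathway (NES 1.39) were not past the threshold here. Both were past it with limma on log2(FPKM + 0.1), which was chosen after seeing the values, and with a pseudocount of 1, TPM, quantile normalization, no trend, ranking by log2 fold change, camera with the preset correlation, fry and without 2-month replicate 1. Receptor binding was also past it with a pseudocount of 0.01, no filter and without 2-month replicate 3. For quantitative PCR, the paper's text gives Col2a1 and Acan as upregulated and Ndufb3 and Uqcrc1 as downregulated, and the log2 fold changes in these libraries were −7.20, −5.91, 0.65 and 1.18. The paper states that male mice were used, and the 2-month libraries held at most 59 counts of 4 Y-linked genes.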

Other observations

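The test of the replicate pair was chosen only after the result was seen.

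All splits of the 6 libraries into 3 and 3 were compared, and with 10 splits no share can fall below 0.1. The real split alone, 1 of 10, gave as many called genes, and each other split gave 0. The real split was also 1 of 10 for the oxidative phosphorylation score and 1 of 10 for the cartilage development score, in absolute value. For chemokine activity 2 of 10 splits gave a score as large. With 1 set per run the oxidative phosphorylation score was 2.93 for the real split and 1.86 to 2.54 in absolute value for the others.

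A larger share of marrow RNA could lie behind the gene set results. It was tested by the slope of each gene on the blood and marrow marker score within each age, against 10000 random lists matched on expression. The criterion was tightened after the result was seen. The median slope of the oxidative phosphorylation set lay at percentile 88.8, that of the chemokine activity set at 29.5 and that of the cartilage development set at 0.03. Without 2-month replicate 2 the percentiles were 10.4, 92.3 and 61.7, so that library decides each value. Marrow RNA and age cannot be told apart for these sets with so few libraries.

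Gene length bias as the whole source of the oxidative phosphorylation score was tested by removing the trend of log2 fold change with gene length. The score was then 2.43 (fgsea adjusted p = 1.2e-09), which argues against it. Chemokine activity had a score of 1.65 after that step and was not past the threshold (fgsea adjusted p = 0.0537). Dilution by RNA that lacks these genes, as the whole cause, would lower all chondrocyte markers alike. The SD between the markers of their age difference, relative to the list mean, was 2.69, against a spread of 0.613 within groups, and relative to that mean 11 of 16 markers did not overlap between the ages, where chance gives 10%. This argues against dilution alone by RNA that lacks these genes. RNA that holds some of them would lower the markers unequally, so the test cannot decide on that case.

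The 18-month replicates 2 and 3 may be 1 RNA sample sequenced as separate libraries. They differed by 6.69 times the counting noise, with a biological coefficient of variation of 0.136, against 0.293 to 0.701 for the other pairs of the same age. No pair of known technical replicates is at hand, so close animals and shared RNA cannot be told apart.

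Genes that the paper measures in other experiments also differed with age, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mmp13 fell from 562 to 206 FPKM (log2 fold change −1.50, adjusted p = 0.014), and Sox9 from 48.8 to 1.47 (−5.16, adjusted p = 0.0051). Ptgs2 (−3.87, adjusted p = 0.0030) and Il11 (−3.77, adjusted p = 0.034) were also lower. Il1b rose from 0.754 to 26.5 FPKM (5.10, adjusted p = 0.018). Its FPKM was 0.148, 2.03 and 0.0822 in the 2-month libraries, and without 1 library its log2 fold change ran from 4.58 to 7.64. Cxcl2 was at least 58.8-fold higher. The log2 fold change was −2.15 for Mmp3 (adjusted p = 0.092), 0.94 for Cxcl1 (adjusted p = 0.224) and 3.01 for Mki67 (adjusted p = 0.118), none past the threshold with edgeR and all libraries. Mmp3 and Mki67 were each past it in 7 of 14 alternatives with all libraries, and in 1 fit without 1 library, Mmp3 without 18-month replicate 1 (−3.62, adjusted p = 0.012) and Mki67 without 2-month replicate 2 (6.07, adjusted p = 0.00055). Il6 (4.55) and Adamts5 (−0.49) lost their adjusted p-value below 0.05 in 5 of the 6 fits without 1 library. Il11 lost it in 4 of them. In alternatives with all libraries it was lost in 8 of 14 for Adamts5, in 1 of 13 for Il6 and in 3 of 13 for Il11. The log2 fold change of Il6 was 3.92 without 18-month replicate 2. Il6 had 0, 7 and 0 counts at 2 months. Without 2-month replicate 2 the young libraries were therefore at the floor, and the fitted value of 8.93 is not a measured fold change.

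The list of 19 glycolysis genes had a median log2 fold change of −0.81, with 9 called lower and 1 higher. Its score was −1.35 (fgsea adjusted p = 0.127). The score was past the threshold in 1 of the 6 fits without 1 library, at −1.87 without 2-month replicate 2. The median of the list stayed negative with TPM (−1.08), quantile normalization (−0.96) and without 2-month replicate 1 (−0.50). With the KEGG members of glycolysis, a different list of genes, the score was 1.20 (fgsea adjusted p = 0.260). Proteasome genes had a median of 0.73 (12 of 38 called higher) and genes of the mitochondrial ribosome one of 0.52 (7 of 75 higher). Collagens had one of −2.90 (27 of 42 lower), and chemokine ligands one of 3.47, or 3.27 with genes at the floor at their bounds and 0.96 with a pseudocount of 1 in limma. Cytosolic ribosome genes had a median of 0.32 with 0 of 82 called and 30 at an unadjusted p-value below 0.05, and their median turned to −0.02 with TPM and was 0.50 without 2-month replicate 1. Among all sets, antigen binding scored 3.04 and the KEGG proteasome 2.90. Gapdh changed by −0.19 and Actb by 2.21, both chosen after their values were seen.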
